# Suppressing inflammatory signals and apoptosis-linked sphingolipid metabolism underlies therapeutic potential of Qing-Jin-Hua-Tan decoction against chronic obstructive pulmonary disease

**DOI:** 10.1016/j.heliyon.2024.e24336

**Published:** 2024-01-18

**Authors:** Jing Yang, Xin Shen, Mi Qin, Ping Zhou, Fei-Hong Huang, Yun You, Long Wang, Jian-Ming Wu

**Keywords:** Qing-Jin-Hua-Tan decoction, Omics, Apoptosis, Inflammation, Chronic obstructive pulmonary disease

## Abstract

**Background:**

Qing-Jin-Hua-Tan decoction (QJHTD) is a classic traditional Chinese medicine (TCM) prescription that first appeared in the ancient book Yi-Xue-Tong-Zhi. QJHTD has shown effectiveness for treating chronic obstructive pulmonary disease (COPD), although its mechanisms of action are still perplexing. The molecular mechanisms underlying the curative effects of QJHTD on COPD is worth exploring.

**Methods:**

*In vitro* antiapoptotic and antiinflammatory activities of QJHTD were evaluated using cell viability, proliferation, apoptosis rate, and expression of IL-1β and TNF-α in BEAS-2B and RAW264.7 cells challenged with cigarette smoke (CS) extract (CSE) and lipopolysaccharide (LPS). *In vivo* therapeutic activities of QJHTD were evaluated using respiratory parameters (peak inspiratory flow (PIFb) and peak expiratory flow (PEFb) values), histopathology (mean linear intercept, MLI), and proinflammatory cytokine (IL-1β and TNF-α) and cleaved caspase-3 (c-Casp3) levels in the lung tissue of CS–LPS-exposed BALB/c mice. Network pharmacology-based prediction, transcriptomic analysis, and metabolic profiling were employed to investigate the signaling molecules and metabolites pertinent to the *anti*-COPD action of QJHTD.

**Results:**

Increased cell viability and proliferation with decreased apoptosis rate and proinflammatory cytokine expression were noted after QJHTD intervention. QJHTD administration elevated PEFb and PIFb values, reduced MLI, and inhibited IL-1β, TNF-α, and c-Casp3 expression *in vivo*. Integrated network pharmacology–transcriptomics revealed that suppressing inflammatory signals (IL-1β, IL-6, TNF, IκB–NF-κB, TLR, and MAPK) and apoptosis contributed to the *anti*-COPD property of QJHTD. Metabolomic profiling unveiled prominent roles for the suppression of apoptosis and sphingolipid (SL) metabolism and the promotion of choline (Ch) metabolism in the *anti*-COPD effect of QJHTD. Integrative transcriptomics–metabolomics unraveled the correlation between SL metabolism and apoptosis. *In silico* molecular docking revealed that acacetin, as an active compound in QJHTD, could bind with high affinity to MEK1, MEK2, ERK1, ERK2, Bcl2, NF-κB, and alCDase target proteins.

**Conclusion:**

The therapeutic effect of QJHTD on COPD is dependent on regulating inflammatory signals and apoptosis-directed SL metabolism. These findings provide deeper insights into the molecular mechanism of action of QJHTD against COPD and justify its theoretical promise in novel pharmacotherapy for this multifactorial disease.

## 1 Introduction

Increasing attention is being paid to chronic obstructive pulmonary disease (COPD)—a weakening condition that has become the third leading cause of morbidity and mortality for both genders worldwide [1]. COPD is a common respiratory disease distinguished by airway limitation and airflow obstruction. The lesions in this disease manifest as persistent small airway inflammation and progress with incomplete reversibility [2]. Clinically, a series of typical signs, including chronic cough, sputum production, wheezing, dyspnea, and even respiratory failure, represent the outcomes of COPD progression with worsening of lung function [3]. When such alterations occur as worsening dyspnea and increased sputum volume (specifically purulent sputum), acute exacerbation of COPD can be diagnosed in the clinical setting [4]. Furthermore, these symptoms are linked to the pathological severity of COPD; airway inflammation (infective or non-infective) followed by an imbalance between lung injury and repair determines disease prognosis. Therefore, attenuating airway inflammation and improving lung recovery are expected to play indispensable roles in COPD treatment. The recommended pharmacological therapies for COPD involve the application of bronchodilators, antiinflammatory agents, antiinfective agents, and combination agents [5]. These medications can produce significant effects on alleviating respiratory symptoms, particularly in the short-term treatment of COPD. However, several adverse reactions, such as tachycardia, tremor, vomiting, diarrhea, hyperglycemia, hypertension, fluid retention, and osteoporosis, restrict extensive applications of those pharmacological modalities to COPD [6]. Moreover, drug resistance due to prolonged medications in patients may result in disease relapse [7]. Thus, the development of additional drug regimens that are more effective and that have fewer side effects is urgently needed.

Traditional Chinese medicine (TCM) formulas offer a promising alternative to routine therapeutic drugs. Qing-Jin-Hua-Tan decoction (QJHTD), a classical Chinese herbal prescription recorded in the ancient (Ming dynasty's) Chinese medical book Yi-Xue-Tong-Zhi, has been used to treat various lung disorders, including COPD, for almost 500 years. This formula comprises 11 medicinal herbs as listed in Table 1. In TCM theory, the formula's traditional efficacy is described as clearing lung heat and eliminating phlegm. These conventional terms can be translated into the pharmacological activities of suppressing inflammation, relaxing bronchial smooth muscle, facilitating expectoration, alleviating coughs, and regulating immunity. In the clinic, QJHTD and its modified prescriptions have been administered to treat inflammatory bronchopneumopathies as diverse as acute/chronic bronchitis, bronchiectasis, pneumonia, and COPD, which pertain to the TCM syndrome of phlegm heat accumulation in the lung. This formula holds tremendous potential for the treatment of COPD associated with prolonged airway inflammation. Nevertheless, the molecular mechanism of action of QJHTD in COPD remission remains elusive.

**Table 1:** Composition of QJHTD.

Medicinal part/name	Chinese name	Origin (Latin scientific name)	Portion dosage (g)
*Radix scutellariae* (*R. Scutellariae*)	Huangqin	*Scutellaria baicalensis* Georgi	5.595
*Fructus gardeniae* (*F. Gardeniae*)	Zhizi	*Gardenia jasminoides* J.Ellis	5.595
*Rhizoma anemarrhenae* (*R. Anemarrhenae*)	Zhimu	*Anemarrhena asphodeloides* Bunge	3.73
*Cortex mori* (*C. Mori*)	Sangbaipi	*Morus alba* L.	3.73
*Semen trichosanthis* (*S. Trichosanthis*)	Gualouren	*Trichosanthes kirilowii* Maxim. or *Trichosanthes rosthornii* Harms	3.73
*Bulbus fritillariae thunbergii* (*B.F. Thunbergii*)	Zhebeimu	*Fritillaria thunbergii* Miq.	3.73
*Radix ophiopogonis* (*R. Ophiopogonis*)	Maidong	*Ophiopogon japonicus* (Thunb.) Ker Gawl.	3.73
*Exocarpium citri rubrum* (*E.C. Rubrum*)	Juhong	*Citrus reticulata* Blanco	3.73
*Sclerotium poriae cocos* (*S.P. Cocos*)	Fuling	*Poria cocos* (Schw.) Wolf	3.73
*Radix platycodonis* (*R. Platycodonis*)	Jiegeng	*Platycodon grandiflorus* (Jacq.) A.DC.	7.46
*Radix glycyrrhizae* (*R. Glycyrrhizae*)	Gancao	*Glycyrrhiza uralensis* Fisch.	1.492

In this study, the *anti*-COPD activities of QJHTD *in vitro* and *in vivo* were validated. The molecular mechanisms of QJHTD therapy using network pharmacology were further decrypted. Transcriptomics and metabolomics in the *in vivo* exploration identified differentially activated pathways and distinctively abundant metabolites (endogenous and exogenous), respectively. Further relational analysis revealed drug-triggered and gene-governed metabolic pathways. Finally, virtual molecular docking hinted at the potential active components in the preparation of QJHTD. The findings serve to decode the medicinal properties of QJHTD, underpinning the clinical application of traditional medication to complex respiratory disorders.

## 2 Materials and methods

### 2.1 Drug preparation and constituent analysis

QJHTD samples (lyophilized powder, Lot No. Z200601) were kindly provided by Ji-Ren Pharmaceutical Group Co., Ltd (Bozhou, China). This recipe contains 11 herbal materials and their quantities, listed in Table 1, which were chosen according to the conversion of ancient doses into modern routine administration. The whole prescription thus amounted to 46.252 g in mass of the prepared slices. The final yield of the dried extract was 29.2 %. Main components of QJHTD were analyzed with baicalin (150 μg mL^−1^) as the reference standard and its chemical features were fingerprinted using high-performance liquid chromatography (HPLC). The operating conditions were shown in Table 2. The gradient elution is programmed in Table 3.

**Table 2:** Chromatographic conditions in analysis of QJHTD components.

Parameter	Value
Sample injection volume	5 μL
Separating column	Agilent Eclipse XDB C_18_ column (250 mm × 4.6 mm, 5 μm)
Column temperature	30 °C
Mobile phase A	acetonitrile
Mobile phase B	0.1 % phosphoric acid solution
Flow rate	1 mL min^−1^
Detection wavelength	230 nm
Theoretical plate number	≥2500 (as calculated upon baicalin peak)

**Table 3:** Gradient elution for constituent detection of QJHTD extract.

Elution time (min)	A: acetonitrile (%)	B: 0.1 % phosphoric acid solution (%)
0	5	95
5	6	94
25	15	85
35	21	79
37	24	76
48	25	75
53	26	74
56	28	72
65	100	0
76	100	0

Dexamethasone (DEX; Lot No. C84-1434-1G, purity >99 %) as a positive control was purchased from Dalian Meilun Biotech Co., Ltd (Dalian, China).

All agents were thoroughly dispersed in culture medium or deionized water at specific concentrations when used for *in vitro* or *in vivo* activity testing.

### 2.2 Preparation and quality control of cigarette smoke extract (CSE)

BEAS-2B and RAW264.7 cells were stimulated by CSE and lipopolysaccharide (LPS) to evaluate the *in vitro* therapeutic effect of QJHTD on COPD [8]. For CSE preparation, a commercial cigarette (Wuniu, China Tobacco Sichuan Industrial Co. LTD, Sichuan, China) containing 10 mg tobacco tar, 0.7 mg nicotine, and 11 mg carbon monoxide was burnt to produce cigarette smoke (CS). The resultant smoke was then bubbled through 20 mL of serum-free high-glucose DMEM (hgDMEM) (Gibco, NY, USA) in a 50 mL conical tube under continuous negative pressure using a vacuum pump. After cigarette burning-off and complete dissolution of the smoke, the smoke solution was blended upside down and subsequently passed through a 0.22 μm membrane filter (Millipore, Billerica, MA, USA). This filtrate represented 100 % (relative concentration) CSE, which was diluted with serum-free hgDMEM to the required concentration. Fresh CSE was prepared for each experiment.

Following the same preparation procedure, the absorbance of CSE at 320 nm (OD_320_) was measured at five different time points to determine its stability. The OD_320_ values of freshly prepared CSEs were 0.60, 0.62, 0.58, 0.59, and 0.59, yielding a mean ± SD of 0.60 ± 0.01. The coefficient of variation expressed as $\frac{\text{SD}}{\text{mean}}\times 100\%$ was 1.67 % (i.e., less than 5 %). Thus, stable CSE was obtained through the preparation method and was suitable for *in vitro* modeling.

### 2.3 Cell culture and In vitro COPD modeling

BEAS-2B and RAW264.7 cells were purchased from the American Type Culture Collection [9] and used for *in vitro* modeling of COPD. The two cell lines were cultured under uniform conditions as reported previously [10]. During the logarithmic growth phase, BEAS-2B and RAW264.7 cells were seeded in 96-well and 6-well plates at densities of 6 × 10^3^ and 2 × 10^5^ cells per well, respectively. After cell adherence, CSE was combined with LPS for stimulation. At 24, 48, and 72 h post-irritant challenge, BEAS-2B cell viability was measured with the MTT assay (Beyotime, Sichuan, China) to evaluate mimetic tracheobronchial epithelial injury. At 6, 12, 24, 48, and 72 h after CSE–LPS costimulation, extracellular inflammatory cytokines from RAW264.7 cells were determined using the ELISA kits (4A Biotech, Beijing, China) to assess mimetic airway inflammation. Together, the exploration of *in vitro* COPD modeling uncovered the optimal stimulating conditions.

### 2.4 Cell viability assessment

BEAS-2B cells in the logarithmic phase were seeded in a 96-well plate and divided into control, model (irritant challenge), DEX (40 μM), and QJHTD (12.5, 25, and 50 μg mL^−1^) groups. The cells were pretreated with the corresponding drugs or equivoluminal medium after cell attachment. Following pretreatment for 1 h, the cells, except for controls, were exposed to the irritant containing 5 % CSE and 1 μg mL^−1^ LPS with the uninterrupted medication. After 24 h of irritant challenge with concurrent treatment, the viability of BEAS-2B cells was examined to evaluate the cell-protective activity of QJHTD. Three replicates were used per test, and the experiment was repeated three times.

### 2.5 EdU cell proliferation assay

According to the manufacturer's instructions for the EdU Imaging Kits (Cy3) (APExBIO, TX, USA), BEAS-2B cells at a density of 6 × 10^3^ cells per well were incubated with EdU solution in 96-well plates after 24 h of CSE–LPS coexposure along with medicinal intervention [11]. Following cell fixation, membrane permeabilization, and click reaction in turn, DNA synthesis in the cells was examined using the ImageXpress Micro 4 Widefield High-Content Analysis System (Molecular Devices, Sunnyvale, CA, USA) [12] to assess cell proliferation activity. The experiment was repeated three times.

### 2.6 Cell apoptosis detection using TUNEL staining

In the present study, the TUNEL kit (TransGen Biotech, Beijing, China) was employed to observe apoptotic morphology. The procedure was as reported previously [10]. Fluorescence intensity was measured under a fluorescence microscope (Nikon Eclipse Ts2R, NY, USA). The experiment was repeated three times.

### 2.7 Fluorescence-activated cell Sorting (FACS) to confirm apoptosis

The FACS assay gave access to the quantitative analysis of apoptotic cells. Briefly, after grouping, modeling, and intervention as described above, BEAS-2B cells were harvested into 1.5 mL Eppendorf tubes and rinsed with precooled PBS three times. The cells in each tube were resuspended in 100 μL of 1 × binding buffer by gentle mixing. Thereafter, 3 μL of Annexin V-FITC and 3 μL of PI were added, and the cells were incubated for 10 min. The cell suspensions were transferred to tubes containing 200 μL of 1 × binding buffer, with gentle blending to test apoptotic cell percentage using a flow cytometer (BD Biosciences, San Jose, CA, USA). The experiment was repeated three times.

### 2.8 Proinflammatory cytokine measurement using ELISA

Since lung macrophages are implicated in bronchoalveolar inflammation, particularly during acute exacerbation of COPD, we considered RAW264.7 cells acceptable to model the key link in inflammatory damage to small airways. Specifically, RAW264.7 cells were seeded into 6-well plates at a density of 2 × 10^5^ cells per well. Upon adherence, the cells in each well were treated with the same drugs or medium. After 1 h, the cells separately underwent the same CSE–LPS costimulation and corresponding medication as mentioned above. ELISA kits (4A Biotech, Beijing, China) were used to determine the expression of the proinflammatory cytokines IL-1β and TNF-α in the culture supernatant as per the manual [10]. Absorbance post reaction at 450 nm (OD_450_) was measured using a microplate reader (BioTek Cytation 3, MA, USA) and transformed to protein content on the basis of the OD_450_-*versus*-concentration standard curve. The experiment was repeated three times.

### 2.9 Animal housing and In vivo COPD modeling

Animal experiments in the present study were authorized by the Center for Experimental Animal of Southwest Medical University, and all experimental procedures were approved by the Ethics Committee of Southwest Medical University [13] (license No. 20180309091). Male BALB/c mice, aged 6–8 weeks and weighing 18–22 g, were purchased from SpePharm (Beijing) Lab Animals Technology Co., Ltd (license No. SCXK (Beijing) 2019-0010; China). The animals were housed under well-controlled ambient conditions [14]. Sterile water and standard chow were provided *ad libitum*.

After 7 days of acclimation, the mice were randomly split into 6 groups (8 mice per group): control, model, DEX (1 mg kg^−1^), low-dose QJHTD (1.12 g kg^−1^), moderate-dose QJHTD (2.24 g kg^−1^), and high-dose QJHTD (4.48 g kg^−1^). Before irritant challenge, pulmonary function in all mice was detected at baseline. For COPD modeling, all the animals except controls were submitted to LPS and CS irritation as described previously [15]. The animal experiment lasted 42 days (Fig. 3A). On days 1 and 14, the mice for modeling were anesthetized with sodium pentobarbital (50 mg kg^−1^; Sigma‒Aldrich, MO, USA) and intratracheally injected with LPS (20 μg per mouse). The rest of the experimental duration was scheduled for mouse exposure to CS in a self-made instrument. The daily CS stimulus was controlled three times by burning six cigarettes, each for 30 min. One hour prior to the daily modeling, the mice in each group were intragastrically administered the corresponding drug or equivoluminal vehicle. During the *in vivo* modeling with drug administration, the respiratory status, fur glossiness, body mass, and survival rate of the mice were daily observed and recorded. Pulmonary function parameters such as peak inspiratory flow (PIFb) and peak expiratory flow (PEFb) of the mice were detected every 7 days using the FinePointe Whole Body Plethysmograph (WBP) system (DSI, MN, USA).

After the final assessment of lung function, all mice were euthanized to collect lung tissue and blood samples, which were stored in an ultralow temperature freezer (Thermo Scientific, MA, USA) or fixed with 4 % paraformaldehyde solution (Biosharp, Hefei, China) for subsequent analysis.

### 2.10 Pulmonary function test

In the *in vivo* study, the FinePointe WBP system was employed to test pulmonary function in mice. On the basis of the operating instructions, two time parameters, “Duration of Acclimation Period” and “Response Time”, were set to 5 and 3 min, respectively. Then, the mice were individually placed in the test chambers. The values of PIFb and PEFb were measured to represent ventilatory capacity.

### 2.11 Lung histopathology

The lung tissue from the mice was collected and fixed in 4 % paraformaldehyde solution for 24 h [16]. To analyze lung histopathology, we prepared paraffin-embedded sections of the lung tissue, deparaffinized the sections, and stained the tissue with hematoxylin plus 1 % eosin ethanol (H&E) solution. The stained histopathological sections were observed under a microscope (Nikon Eclipse TS100, Tokyo, Japan) and photographed.

The mean linear intercept (MLI), a measure of airspace enlargement (emphysema), was quantified to interpret lung pathology in the COPD mice. As reported by a previous study [17], 20 equidistant parallel pipelines were depicted on H&E-stained section images. Their intersection points with air-cavity walls (represented as Ns) were counted to calculate the MLI (=$\frac{\text{pipeline}\;\text{length}}{\text{Ns}}$) with three repetitions.

### 2.12 Immunohistochemistry (IHC)

We retrieved antigens in the samples after dewaxing. These samples were then blocked with 3 % bovine serum albumin buffer and incubated separately with primary antibody [*anti*-IL-1β (#12242, Cell Signaling Technology, MA, USA), *anti*-TNF-α (Cat No. 60291-1-Ig, Proteintech, IL, USA), or anti-cleaved-caspase (-*c*-Casp)-3 (#9661, Cell Signaling Technology, MA, USA)] at 4 °C overnight. Following incubation with horseradish peroxidase-labeled secondary antibody for 50 min, the samples were counterstained with hematoxylin and sealed for imaging under a microscope.

### 2.13 Network pharmacology-based prediction for molecular signaling

Network pharmacology aided in predicting the molecular mechanism of QJHTD action against COPD. The approach involved target fishing, molecular interaction networking, and pathway enrichment analysis, which required the databases, such as TCMSP (https://tcmsp-e.com/), BATMAN-TCM (http://bionet.ncpsb.org.cn/batman-tcm/), PubChem (https://pubchem.ncbi.nlm.nih.gov/), SwissTargetPrediction (http://www.swisstargetprediction.ch/), DisGeNET (http://www.disgenet.org/), CTD (http://ctdbase.org/), GeneCards (https://www.genecards.org/), STRING (version 11.0; https://string-db.org/), DAVID (https://david.ncifcrf.gov/), and KEGG (https://www.genome.jp/kegg/), as well as the software Cytoscape (version 3.7.1; https://cytoscape.org/). The analytical workflow was based on our previous report [18].

### 2.14 RNA sequencing (RNA-seq) and analysis

Lung tissue samples from the mice with or without irritation were sent to the Majorbio Biopharm Technology Co., Ltd. (Shanghai, China) for total RNA extraction, complementary DNA (cDNA) library construction, RNA-seq, quality control of sequencing data, differential gene expression analysis, GO term classification, and KEGG pathway enrichment analysis. The procedure was as reported previously [19]. An adjusted *p* value less than 0.05 denoted significant enrichment. All sequencing data were submitted to the GEO repository (GSE223102).

### 2.15 Nontargeted LC–MS/MS-based metabolomics

Part of the previously collected lung tissue was delivered to Majorbio for nontargeted metabolomic profiling, which included specimen preparation, quality control of sampling, metabolite identification using UPLC-TQ-TOF-MS/MS (AB SCIEX, CA, USA), metabolomics data analysis, and KEGG-based metabolic pathway enrichment. The workflow was based on the previous report [20].

### 2.16 In silico molecular docking

Virtual molecular docking analysis was applied to surmise the therapeutic potency of candidate molecules in QJHTD for COPD targeting. The required databases included RCSB Protein Data Bank (http://www.rcsb.org/) and PubChem. The tool for semiflexible docking was AutoDock (version 4.2.6). The procedure was as reported previously [18].

### 2.17 Statistical analysis

All experimental data were statistically analyzed using Prism (version 8.0; GraphPad, CA, USA) and expressed as the mean ± standard deviation (SD). Statistical significance was assessed using analysis of variance and Tukey‒Kramer post hoc test. In all analyses, a *p* value < 0.05 was considered significant.

## 3 Results

### 3.1 Characteristic fingerprint spectrum of QJHTD

The typical fingerprints of QJHTD were provided by the Tianjin Institute of Pharmaceutical Research (Tianjin, China). As shown in Fig. 1A, eight shared peaks (peaks 1–8) were designated under various batches of samples, characterizing the chemical profile of QJHTD. Fig. 1B shows the major chemical compositions of the samples in this study. Of these fingerprints, peaks 2, 3, 5, 6, and 8 represented geniposide, mangiferin, hesperidin, baicalin (reference substance, S), and wogonoside, respectively; peaks 1, 4, and 7 were undefined. Molecular structures of the defined compounds in QJHTD are shown in Fig. 1C.

**Fig. 1:**
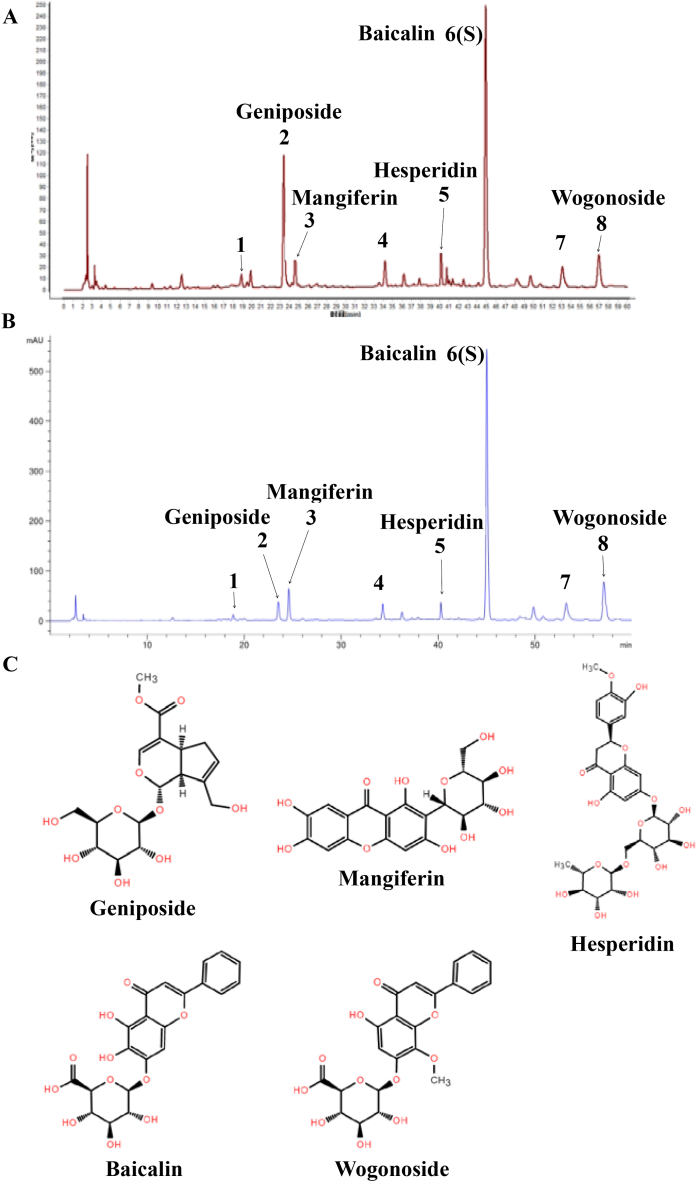
Characteristic fingerprint spectrum of QJHTD. **A** Integrated characteristic fingerprint peaks based on multibatch testing. **B** Characteristic fingerprint peaks of the samples in the present study. Peak 1, an undefined compound; peak 2, geniposide; peak 3, mangiferin; peak 4, an undefined compound; peak 5, hesperidin; peak 6, baicalin (S); peak 7, an undefined compound; peak 8, wogonoside. **C** Molecular structures of the defined compounds in QJHTD.

### 3.2 QJHTD exerts cytoprotective and antiinflammatory effects on COPD In vitro

Since airway epithelial cell dysfunction and inflammatory response are the central events in COPD pathophysiology, we surveyed *in vitro* phenotypes including cell viability, proliferation, and apoptosis, as well as inflammatory markers, in the presence or absence of QJHTD intervention to assess the therapeutic potential of QJHTD against COPD. As shown in Fig. 2A, CSE–LPS costimulation significantly inhibited BEAS-2B cell viability, whereas QJHTD (25 and 50 μg mL^−1^) and DEX were conducive to the survival of the damaged BEAS-2B cells. In addition, the EdU assay revealed a significant decrease in the fluorescence intensity of the model compared with that of the control; the injured cells with drug intervention exhibited remarkably higher fluorescence intensities than model cells without treatment (Fig. 2B and (C)), suggesting that QJHTD improved the impaired proliferation of bronchial epithelial cells. The TUNEL assay revealed that the fluorescence intensity in the model group was strikingly higher than that in the control group; QJHTD or DEX involvement markedly attenuated the fluorescent signals from the treated cells as opposed to no drug intervention in the model (Fig. 2D and E). Likewise, the FACS assay showed that irritation significantly elevated the apoptosis rate of BEAS-2B cells, whereas QJHTD or DEX intervention evidently restrained this detrimental alteration (Fig. 2F and G). Taken together, these results demonstrate a potent antiapoptotic property of QJHTD in the CSE–LPS coirritated BEAS-2B cells.

**Fig. 2:**
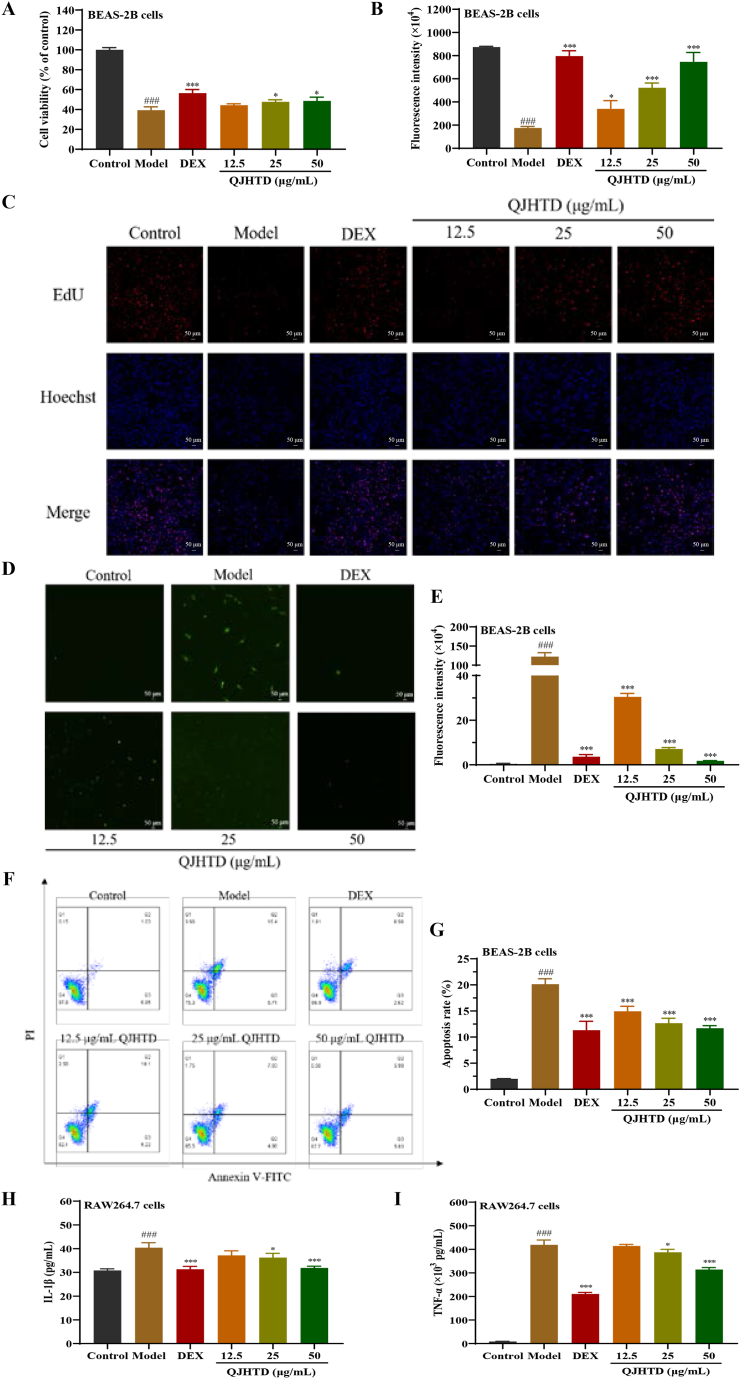
*In vitro* therapeutic effects of QJHTD on COPD. **A** Effect of QJHTD intervention on the viability of CSE–LPS cochallenged BEAS-2B cells. **B** and **C** Effect of QJHTD intervention on the proliferation of CSE–LPS cochallenged BEAS-2B cells. **D**–**G** Effect of QJHTD intervention on the apoptosis of CSE–LPS cochallenged BEAS-2B cells. **H** and **I** Effects of QJHTD intervention on the expression of proinflammatory cytokines (IL-1β and TNF-α) in CSE–LPS cochallenged RAW264.7 cells. All data are expressed as the mean ± SD (*n* = 3). ###*p* < 0.001 *versus* the control group. *p < 0.05, ***p < 0.001 *versus* the model group.

**Fig. 3:**
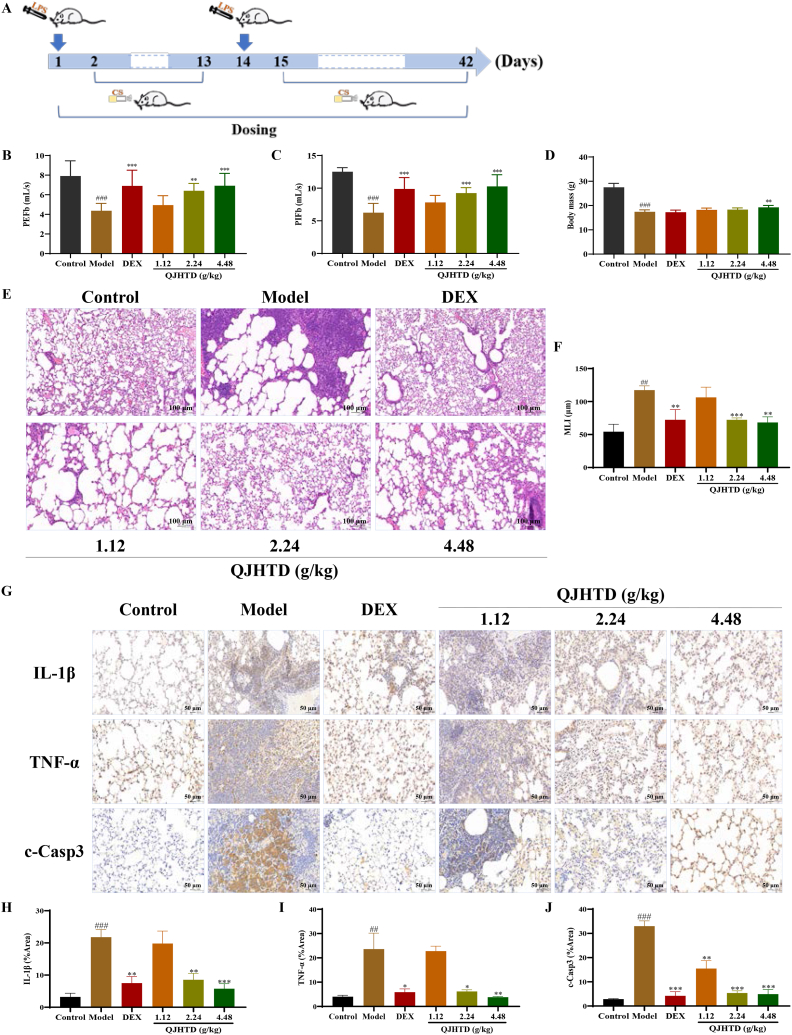
*In vivo* therapeutic effects of QJHTD on COPD. **A** COPD modeling and QJHTD administration in mice. **B** and **C** Effects of QJHTD treatment on the pulmonary function parameters (PEFb and PIFb) of CS–LPS-exposed mice. Data are presented as the mean ± SD (*n* = 8). **D** Effects of QJHTD treatment on the body mass of CS–LPS-exposed mice. Data are presented as the mean ± SD (*n* = 8). **E** and **F** Effect of QJHTD treatment on lung histopathology in CS–LPS-exposed mice. Data are presented as the mean ± SD (*n* = 3). **G**–**J** Effects of QJHTD treatment on the levels of proinflammatory cytokines (IL-1β and TNF-α) and the apoptotic signaling molecule (c-Casp3) in the lung tissue of CS–LPS-exposed mice. Data are presented as the mean ± SD (*n* = 3). ##*p* < 0.01, ###*p* < 0.001 *versus* the control group. *p < 0.05, **p < 0.01, and ***p < 0.001 *versus* the model group.

Regarding inflammatory cell phenotypes, the proinflammatory factors IL-1β and TNF-α are deemed biomarkers for inflammatory activation owing to their sensitivities in COPD progression [21,22]. ELISA revealed that CSE–LPS cochallenge of RAW264.7 cells notably increased IL-1β and TNF-α production in the extracellular medium, reflecting the proinflammatory nature of the CSE–LPS combination. Compared with the model group, the QJHTD (25 and 50 μg mL^−1^)-treated and DEX-treated groups exhibited a substantial reduction in secretory IL-1β and TNF-α levels (Fig. 2H and I), indicating that QJHTD mitigated the respiratory inflammation evoked by CSE and LPS. Collectively, these findings validate the cytoprotective and antiinflammatory effects of QJHTD against COPD.

### 3.3 QJHTD administration improves respiratory function and alleviates lung injury in mice with COPD

COPD modeling and QJHTD administration in mice are as shown in Fig. 3A. PIFb and PEFb values were measured to estimate whether QJHTD improved spontaneous ventilation in COPD mice [23,24]. Final respiratory assessment in this study showed that combined exposure to CS and LPS caused a robust decrease in mouse PIFb and PEFb values, which manifested lung dysfunction following CS–LPS coexposure and was representative of bronchial obstruction in COPD. QJHTD (2.24 or 4.48 g kg^−1^) or DEX administration significantly reversed these downward trends (Fig. 3B and C), indicating that QJHTD relieved airflow limitation in the COPD mice. Given the correlation between COPD severity and histopathology, H&E staining offered morphological evidence supporting QJHTD's effectiveness against COPD. As expected, mice subjected to CS and LPS stimulation showed significantly greater MLI than controls, which suggested that CS–LPS cochallenge impaired bronchioloalveolar walls and contributed to the pathogenesis of emphysema, thereby accounting for reduced PIFb and PEFb values. QJHTD (2.24 and 4.48 g kg^−1^)-treated and DEX-treated groups presented a remarkable decline in MLI compared to the model group (Fig. 3E and F), implying that QJHTD affected the development of COPD on both functional and structural scales. To profile pulmonary inflammatory lesions, we analyzed IL-1β, TNF-α, and c-Casp3 expression levels in mouse lung tissue using IHC. The positive areas labeled by these markers were sharply expanded under exposure to CS and LPS, but prominently shrunk after QJHTD (2.24 or 4.48 g kg^−1^) or DEX treatment (Fig. 3G–J), reconfirming that the therapeutic effects of QJHTD on COPD are relevant to restraint of airway inflammation and bronchoalveolar cell death. However, COPD progression is partly linked to loss of body mass [25]. We thus estimated whether QJHTD administration affected the weight of COPD mice. In the present study, mice undergoing CS and LPS stimulation showed a dramatic drop in body mass. Intriguingly, high-dose QJHTD (4.48 g kg^−1^) prevented body weight loss, whereas DEX produced no significant impact (Fig. 3D). Collectively, the integrative *in vivo* activity against COPD typifies the therapeutic potency of QJHTD, parallel to its performance *in vitro*.

### 3.4 Network pharmacology predicts the molecular mechanism of QJHTD action on COPD is related to modulating inflammatory and apoptotic signaling

Next, we tentatively probed the therapeutic machinery conferring QJHTD activity against COPD using network pharmacology. We searched 954 drug targets (from the SwissTargetPrediction database) corresponding to 243 active compounds of QJHTD (from the TCMSP and BATMAN-TCM databases) and 401 therapeutic targets for COPD (integrating 668 therapeutic targets from the database DisGeNET, 19323 from CTD, and 5019 from GeneCards). The Venn diagram (Fig. 4A) exhibited 136 intersections of the two target sets for QJHTD treatment of COPD. These intersections and the active compounds were used to construct a drug–ingredient–target–disease association network consisting of 359 nodes and 3286 edges (Fig. 4B). Moreover, we employed the above intersections to build a PPI network through the STRING database. The PPI network was optimized and topologically analyzed using Cytoscape (Fig. 4C). The results indicated 26 hub targets/proteins, including TP53, STAT3, IL-6, MAPK1, TNF, and CXCL8, under the conditions of degree >18, betweenness >0.00293113, and closeness >0.40878378 (Table S1). The information on the hub proteins was then input into the DAVID database for GO term and KEGG pathway enrichment analyses. In GO term enrichment analysis, the identified hub proteins were linked with 435 terms in biological process (BP) (Fig. 5A), 24 in cellular component (CC) (Figs. 5B), and 29 in molecular function (MF) (Fig. 5C) categories. Of the significantly enriched terms, the representatives in BP were exemplified as follows: regulation of cell death, positive regulation of biosynthetic process, regulation of apoptosis, positive regulation of gene expression, and regulation of cell proliferation (Fig. 5A). KEGG pathway enrichment analysis unveiled latent molecular pathways, including the NOD-like receptor (NLR) signaling pathway, MAPK signaling pathway, Jak-STAT signaling pathway, Toll-like receptor (TLR) signaling pathway, and VEGF signaling pathway (Fig. 5D). These results suggest that the modulation of inflammatory (such as NLR, MAPK, TLR, and VEGF) and cell death-related signaling cascades is involved in the *anti*-COPD action of QJHTD.

**Fig. 4:**
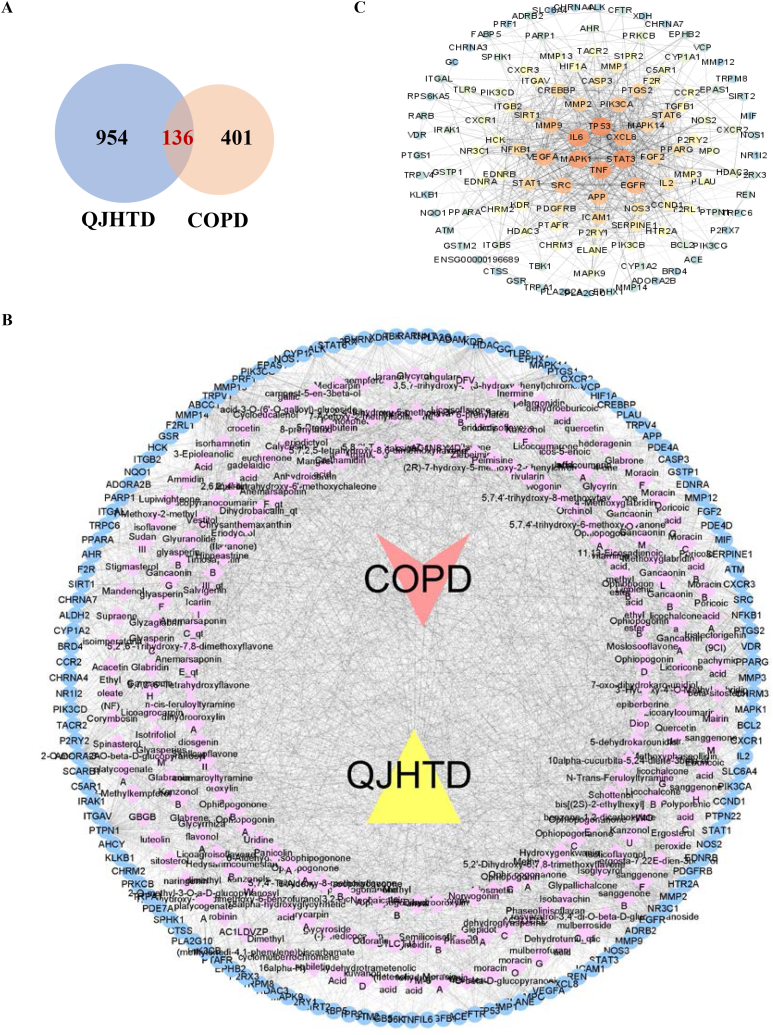
Prediction of constituent–target interplay for the action of QJHTD against COPD. **A** Intersections between QJHTD targets and therapeutic targets for COPD. **B** Drug (QJHTD)–constituent–target–disease (COPD) association network. **C** Protein–protein interaction analysis to identify the hub targets of QJTHD in COPD treatment.

**Fig. 5:**
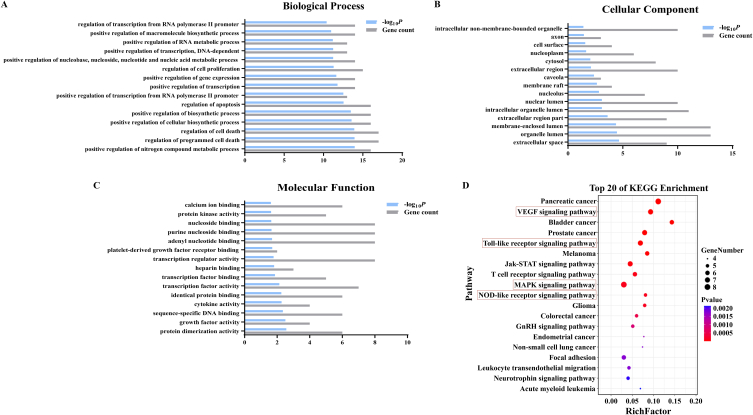
Prediction of GO functions and KEGG pathways related to the action of QJHTD against COPD. **A**–**C** GO terms in biological process (BP), molecular function (MF), and cellular component (CC) domains annotating QJHTD activity against COPD. **D** KEGG pathway enrichment for the potential molecular mechanism of QJHTD activity against COPD.

### 3.5 Transcriptome analysis identifies DEGs and signaling pathways involved in the Anti-COPD Effect of QJHTD

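Lungs of BALB/c mice, an inbred laboratory strain, gave 3 RNA libraries in each of the control (C1 to C3), model (M1 to M3) and QJHTD (Q1 to Q3) groups. Mice of the model and QJHTD groups breathed the smoke of 6 cigarettes for 30 min, 3 times a day, in an experiment of 42 days. On days 1 and 14 they received 20 µg of lipopolysaccharide, an endotoxin of Gram-negative bacteria. The QJHTD group was also given the decoction at 4.48 g/kg. The authors trimmed the reads with fastp and quantified genes with RSEM, whose versions are not given in the sources used here. They deposited TPM, in which a gene's reads are divided by its length and by the total of the library. TPM keep no read counts, so the depth of each library is unknown, and a gene that takes a large share of a library lowers the values of all others. The table lists 56263 genes, of which 55486 have mouse Ensembl identifiers and 777 are loci the authors assembled. From these values, 16080 genes with at least 1 TPM in at least 3 of the 9 libraries were compared on log2(TPM + 1) with limma. The test was 2-sided, with a mean per group and 1 spread shared by the 3 groups, and p was adjusted by the Benjamini-Hochberg method. Lists of genes were tested with camera, with its preset correlation of 0.01 between genes and again with a correlation estimated from the libraries. Annotation terms named in the paper were tested with a one-sided Fisher's exact test. The lists, the rule for naming genes and these tests were chosen before the data were examined.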

Relative to the virtual prediction, RNA-seq provides practical insight into the transcriptome of cells or tissue that decrypts the DEGs in lung tissue of the COPD mice receiving QJHTD treatment (at high/optimal dose, 4.48 g kg^−1^) in the present study. Homogenization of mRNA abundance data showed that TPM values in all samples were not significantly different (Fig. S1), indicating that the mRNA expression data were applicable to differential expression analysis. 

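Scgb1a1, the secretoglobin made by club cells of the airways, took 22.4% ± 1.27 (SD, n = 3) of all TPM in the control libraries, 2.08% ± 1.00 in the model libraries and 1.73% ± 0.325 in the QJHTD libraries. It fell in the model group (log2 fold change −3.55, adjusted p = 8.9e-05 from limma, and 0.148 with no filter on low values). Variable and constant segments of immunoglobulins and T-cell receptors are transcribed by B cells, plasma cells and T cells. Together they took 0.458% ± 0.155 (SD, n = 3) of the TPM in the control group, 38.6% ± 3.76 in the model group and 39.4% ± 3.71 in the QJHTD group. Of 273 segments tested, 234 rose in the model group and 4 fell. Igkc, the constant region of the kappa light chain, held 9.50% of the TPM of the model group against 0.135% in the control group, and Igha, the heavy chain of IgA, 4.27% against 0.0397%. The 10 most abundant genes of each library held 35.8% of the TPM on average in the control group, 24.1% in the model group and 23.8% in the QJHTD group. Genes of the mitochondrial genome, taken as those with symbols that begin with mt-, made up 7.92%, 3.51% and 3.14% of the TPM in the same order, and hemoglobin transcripts, from red blood cells, 1.28%, 0.209% and 0.174%. The predicted genes Gm28661 (1.52%), Gm28437 (1.26%), Gm10925 (1.12%) and Gm10222 (0.613%), among the 10 most abundant of the control group, were not counted there. Whether they share reads with mitochondrial genes was not tested. Over the genes above 0, the library medians of log10(TPM) lay between 0.558 and 0.607 in the control group, 0.459 and 0.539 in the model group and 0.477 and 0.4997 in the QJHTD group. These medians differed among the 3 groups (exact permutation test, p = 0.025). The difference of model and control means was −0.0773 (2-sided exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). That of QJHTD and model means was −0.0137 (exact permutation p = 0.6).

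**Figure D1:**
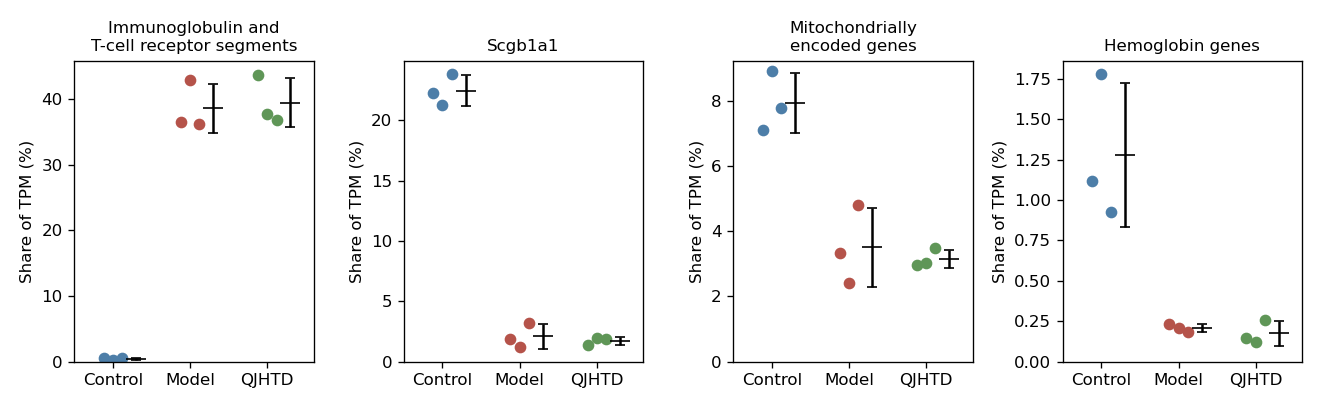
Share of all TPM (%, linear axis from 0, a separate scale in each panel) taken by immunoglobulin and T-cell receptor segments, Scgb1a1, mitochondrially encoded genes and hemoglobin genes. Each point is 1 library, and the bars show the mean and SD of the 3 libraries of each group. The segments lie at 0.458% on average in the control group and at 38.6% in the model group.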

DEG clustering in the three groups is presented as a heat map in Fig. 6A and as a three-circle Venn diagram in Fig. 6B. 

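Genes of ciliated cells, the airway cells that move mucus, differed within the groups as well as between them. All 12 ciliated-cell genes tested fell in the model group (12 when adjusted over the list alone), with a median log2 fold change of −1.48. Tppp3, a tubulin-binding protein of cilia, fell from 530.3 ± 47.9 to 125 ± 55.1 TPM (SD, n = 3). Dnah5, a dynein heavy chain of motile cilia, had a log2 fold change of −1.40 (adjusted p = 0.00204 from limma). The list as a whole was not called by camera (adjusted p = 0.106), but was without M2 (0.0383) or M3 (0.0381), without both M2 and Q1 (0.0110) and with no filter (0.0132). It was also called after median-ratio rescaling (0.0102), quantile normalization (0.0139) or recomputing TPM without segments, hemoglobin and mitochondrial genes (0.00346). Its mean log2(TPM + 1) was 3.35 in library M2 and 3.50 in library Q1, and lay between 4.00 and 4.82 in the other model and QJHTD libraries. M2 and Q1 were also the lowest of these in club-cell (7.02 and 7.11), cardiomyocyte (1.25 and 1.22) and adipocyte genes (1.25 and 1.09). In neutrophil genes they were not the 2 lowest (7.52 and 6.59). Segments took 42.9% and 43.7% of their TPM, against 36.2% to 37.8% in the other model and QJHTD libraries. In a hierarchical clustering of all genes tested, the control libraries stood apart from the other 6, and with 3 clusters M2 and Q1 joined in a cluster of their own. The first principal component held 80.2% of the variance. Correlations of log2(TPM + 1) ran from 0.740 to 0.788 between model and control libraries and from 0.965 to 0.975 between model and QJHTD libraries, across genes, which are not independent replicates. With a group mean of at least 1 TPM as the criterion, 15646 genes were expressed in the control group, 14804 in the model group and 14864 in the QJHTD group, and 13586 of them in all 3. The control group alone had 1532 of them. Of the 780 genes that reached this level in the model and QJHTD groups but not in the control group, 86 were immunoglobulin or T-cell receptor segments.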

DEGs in the model-*versus*-control and QJHTD-*versus*-model comparisons were enumerated using a Venn diagram (Fig. 6C) and stacked bar chart (Fig. 6D) and visualized as volcano plots (Fig. 6E and F), according to the screening criteria of *p* value < 0.05 and |log_2_(FC)| ≥ 1. A total of 5924 DEGs were identified between the model and control groups, involving 3075 upregulated and 2849 downregulated genes. 

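Genes of neutrophils, the granulocytes that enter inflamed airways, rose in the model group with a median log2 fold change of 4.17. Of 17 tested 16 rose, 0 fell and 1 did not pass the test (16 rose when adjusted over the list alone). Csf3r, the receptor for granulocyte colony-stimulating factor, rose from 10.7 ± 1.83 to 147 ± 17.3 TPM (SD, n = 3), a log2 fold change of 3.66 (standard error 0.17, adjusted p = 4.9e-07 from limma). Stefins and related inhibitors of cysteine proteases, abundant in granulocytes, all rose (9 of 9, and 9 when adjusted over the list alone). Among them Stfa2, a stefin A gene, measured 0.12 ± 0.208 TPM in the control and 204 ± 48.0 TPM in the model group (SD, n = 3). Saa3, an acute-phase apolipoprotein, reached 4772 ± 1806 TPM from 9.08 ± 2.77 TPM (SD, n = 3). Acod1, which makes itaconate in activated macrophages, had a log2 fold change of 7.29, Il1rn, the IL-1 receptor antagonist, 6.50 and Slpi, a leukocyte protease inhibitor, 6.49 (adjusted p = 2.1e-08, 5.0e-08 and 1.7e-08). Among plasma-cell genes 17 of 18 rose and 1 fell, with the same counts over the list alone. Mzb1, a chaperone of antibody-secreting cells, had a log2 fold change of 5.62, while Ighm, the heavy chain of IgM, fell by 1.03 on the log2 scale (adjusted p = 0.0183, and 0.0553 without C2, 0.0678 without M2 and 0.187 after median-ratio rescaling of the libraries). B-cell genes rose in 8 of 13 cases (Cd79a, a part of the B-cell receptor, by 2.75) and T-cell genes in 10 of 14 (Ctla4, an inhibitory receptor, by 1.77). Genes of monocytes and interstitial macrophages rose in 13 of 15 cases (Cd68, a lysosomal glycoprotein, by 3.75), and none of these 3 lists had a member that fell, with the same counts over each list alone. Cell-cycle genes rose in 19 of 22 cases (20 over the list alone), such as Mki67, a marker of dividing cells, and the member that fell was Ccnd1, a G1 cyclin. The median log2 fold change was 3.83 for plasma cells, 1.38 for B cells, 0.81 for T cells, 2.63 for monocytes and macrophages and 1.78 for the cell cycle. Over all genes tested, 11753 passed an adjusted p of 0.05, 2674 higher and 9079 lower in the model group. An unadjusted p of 0.05 with an absolute log2 fold change of at least 1 was passed by 5043 (1595 higher and 3448 lower). Camera called 34 of 61 lists with its preset correlation, all those above included. Of 10 splits of the model and control libraries, 5 gave at least 34 lists, the real split included. In simulated data for these groups the preset correlation also called 16% of the lists that had no change planted. With an estimated correlation camera called 2, plasma-cell genes (adjusted p = 0.0476) and chemokine genes (0.0456). The adjusted p with an estimated correlation was 0.126 for the neutrophil list and for the stefins, 0.0825 for the monocyte list, 0.275 for T cells, 0.368 for B cells and 0.195 for the cell cycle.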

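Genes of endothelium, alveolar type 1 cells and smooth muscle fell in the model group. Of 15 endothelial genes 14 fell and 1 rose (the same counts when adjusted over the list alone), with a median log2 fold change of −2.41. Tek, the angiopoietin receptor of endothelial cells, is ENSMUSG00000006386, chromosome 4 from 94739289 to 94874976 of GRCm38. It fell from 89.9 ± 8.45 to 8.63 ± 0.542 TPM (SD, n = 3), a log2 fold change of −3.24 (standard error 0.10, adjusted p = 7.8e-08 from limma). Pecam1, an adhesion molecule between endothelial cells, fell by 2.16 on the log2 scale, and the member that rose was Ackr1, an atypical chemokine receptor of venules. Among genes of alveolar type 1 cells, the flat cells of the gas-exchange surface, 11 of 12 fell. Hopx, a homeodomain protein, went from 649 ± 78.9 to 134 ± 15.9 TPM and Vegfa, the main growth factor of endothelial cells, from 403 ± 54.9 to 66.0 ± 14.5 TPM (SD, n = 3). Of 13 genes of alveolar type 2 cells, which make surfactant, 3 fell, 2 rose and 8 did not pass, and after median-ratio rescaling 1 fell and 6 rose. All 13 smooth muscle and pericyte genes tested fell, as did 8 of 12 club-cell genes, among them Gsta3, a glutathione transferase, with a log2 fold change of −4.01 (adjusted p = 1.9e-06). Genes of cardiomyocytes, adipocytes and erythroid cells also fell, in 12 of 14, 8 of 9 and 7 of 7 cases. Each of these counts was the same when adjusted over the list alone. Tnni3, cardiac troponin I, went from 132 ± 64.7 to 5.48 ± 5.41 TPM (SD, n = 3), a log2 fold change of −4.61 (adjusted p = 0.00211). Other large falls were those of Bpifa1, a secreted airway protein (−5.49), Tmem100, a BMP target of endothelium (−4.30), and Npr3, the natriuretic peptide clearance receptor (−4.43). Camera called the endothelial (adjusted p = 5.5e-05), alveolar type 1 (6.2e-04) and smooth muscle lists (0.00187). With an estimated correlation it called none of the 3 (adjusted p = 0.195, 0.419 and 0.419). The club-cell (0.201), cardiomyocyte (0.0534), adipocyte (0.124) and erythroid lists (0.0731) were not called. They were called after median-ratio rescaling (adjusted p = 0.0223, 0.00115, 0.0165 and 0.0165) and after quantile normalization (0.00817, 0.00565, 0.0442 and 0.0150). With the replicate block the cardiomyocyte list was called (0.00349), with only the 2 groups fitted the cardiomyocyte (0.0133) and erythroid ones (0.0294), and with no filter the cardiomyocyte (0.0147) and adipocyte ones (0.0175). The club-cell, cardiomyocyte and adipocyte lists were also called with TPM recomputed without segments, hemoglobin and mitochondrial genes (adjusted p = 0.00557, 3.7e-04 and 0.00451). The cardiomyocyte list was called without C1 (0.0168), M3 (0.0381), Q1 (0.0374) or Q3 (0.0119), the adipocyte list without C1 (0.0256) and the erythroid list without Q3 (0.0277). The median log2 fold change of all genes was −0.47, and it was −0.03 after median-ratio rescaling, with 4791 genes higher and 4988 lower at an adjusted p of 0.05. After quantile normalization it was −0.16 (4011 higher and 6214 lower), and 0.08 with TPM recomputed without segments, hemoglobin and mitochondrial genes (5569 higher and 3964 lower). After the median-ratio rescaling, 14 endothelial, 11 alveolar type 1, 13 smooth muscle, 8 club-cell and 12 cardiomyocyte genes fell, and 2 club-cell genes and 1 alveolar type 1 gene rose.

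**Figure D2:**
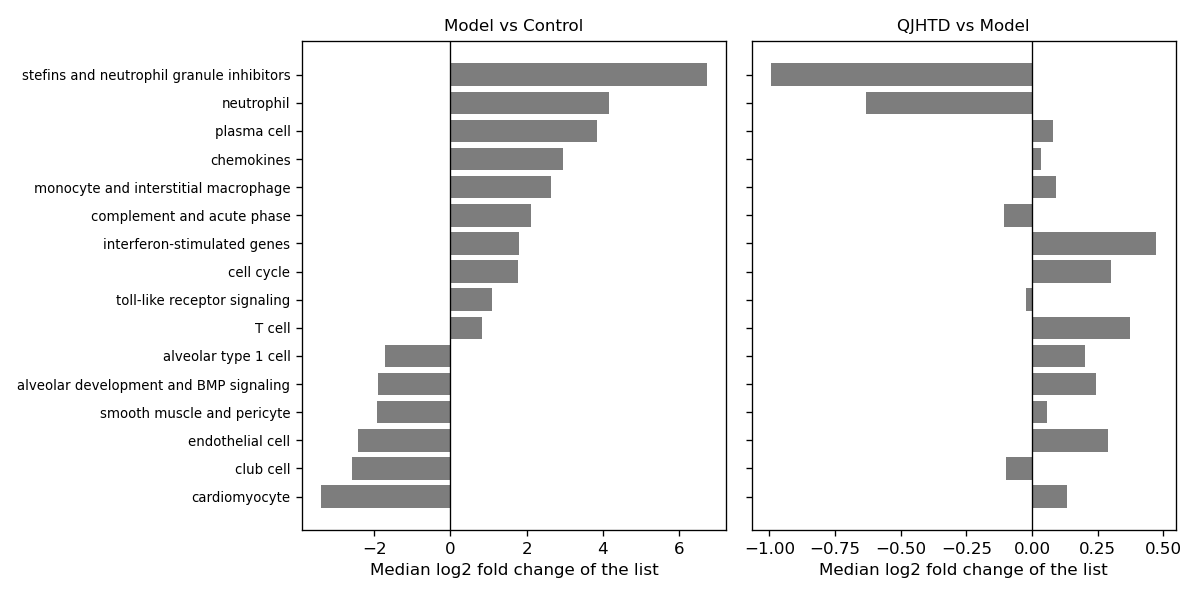
Median log2 fold change of 16 gene lists, Model versus Control on the left and QJHTD versus Model on the right, with different horizontal scales. Each bar is the median over the genes of 1 list, which are not replicates, so that no error is drawn. The neutrophil and stefin lists have medians of 4.17 and 6.72 on the left and −0.63 and −0.99 on the right.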

Meanwhile, 216 DEGs were identified between the QJHTD and model groups, involving 90 upregulated and 126 downregulated genes (Fig. 6C and D; Table S2). 

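Stefin and neutrophil genes had lower levels in the QJHTD group than in the model group, although no single one passed the test over all genes. The median log2 fold change of 9 stefins and granule inhibitors was −0.99. Of these 0 passed limma over all genes, 7 were lower at an unadjusted p of 0.05 and 7 when adjusted over the list alone. Csta3, another stefin A gene, was listed at 0 in the control group and measured 26.7 ± 3.02 TPM in the model and 9.43 ± 3.02 TPM in the QJHTD group (SD, n = 3). Its log2 fold change between the last 2 groups was −1.44 (standard error 0.19, adjusted p = 0.114 from limma, and 0.0218 without Q3). Stfa2 stood at 95.3 ± 23.5 TPM in the QJHTD group (SD, n = 3) and had a log2 fold change of −1.08 (adjusted p = 0.391). In the neutrophil list the median was −0.63, with 8 of 17 lower at an unadjusted p of 0.05, 4 when adjusted over the list alone and 0 over all genes. Csf3r was at 86.3 ± 17.6 TPM (SD, n = 3) with a log2 fold change of −0.77 (adjusted p = 0.449), and Cxcr2, a chemokine receptor of neutrophils, had −0.90 (adjusted p = 0.545). Endothelial genes had a median of 0.29, with 7 of 15 higher at an unadjusted p of 0.05, 6 when adjusted over the list alone and 0 over all genes (Tek 0.36, and Aplnr, the apelin receptor, 0.50). T-cell genes had a median of 0.37, with 7 of 14 higher at an unadjusted p of 0.05 (Lck, the kinase of T-cell receptor signaling, 0.54) and 0 when adjusted over the list alone or over all genes. The 2 genes that passed an adjusted p of 0.05 were both higher in the QJHTD group and were singled out after their values were seen. They were the assembled locus MSTRG.8758 (log2 fold change 2.00, adjusted p = 0.00284) and the predicted gene Gm16550 (adjusted p = 0.0266). Gm16550 measured 0.230 ± 0.398 TPM in the model and 38.8 ± 31.5 TPM in the QJHTD group (SD, n = 3), and its adjusted p lay between 0.0589 and 0.174 without C1, C2, C3, M1, M3 or Q2. With a pseudocount of 0.1 the adjusted p was 0.0647 for the locus and 0.105 for Gm16550, which also did not pass after median-ratio rescaling (0.0687) or quantile normalization (0.0763). Nor did Gm16550 pass with no filter (0.0712), a mean of at least 5 TPM (0.0797), the replicate block (0.0705) or only the 2 groups fitted (0.211). At an unadjusted p of 0.05, 1100 genes differed (659 higher and 441 lower), and 89 of them by an absolute log2 fold change of at least 1 (42 higher and 47 lower). Of these 89, 21 were immunoglobulin or T-cell receptor segments, 20 assembled loci and 22 predicted genes named Gm. The count of 2 became 1 without C2 or M1 and 4 without M2 or Q3. The count of 89 became 163 without M2, 149 without M3, 153 without Q1 and 189 without both M2 and Q1, a pair chosen after the data were seen. Camera called 23 of 61 lists with its preset correlation, among them the stefin (adjusted p = 1.2e-12), neutrophil (1.1e-12), endothelial (1.9e-06) and T-cell lists (3.9e-06). It called 0 with an estimated correlation (adjusted p = 0.274 for the first 3, the smallest of all lists, and 0.515 for T cells), and fry, another list test, called 0 (smallest adjusted p = 0.159). In simulated data with no difference between the QJHTD and model groups, the preset correlation called 244 of 1220 lists and the estimated one 0. Whether the estimated correlation finds a list that was changed was not simulated. Between the model and control groups it called 2 of 61 lists. A list that it does not call is therefore not shown to be unchanged. Of genes simulated with a log2 change of 0.5 or 1 between these groups limma found 27.4% or 78.0%. These changes were given only to genes with a mean log2(TPM + 1) above 3 in the model group, so the shares do not cover lower genes. Each draw also held genes changed by 2 and 4 and a raised neutrophil list, which makes the adjusted p easier to pass. In the real comparison 2 genes passed, and Csta3, at −1.44, did not. The shares may therefore be too high for it.

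**Figure D3:**
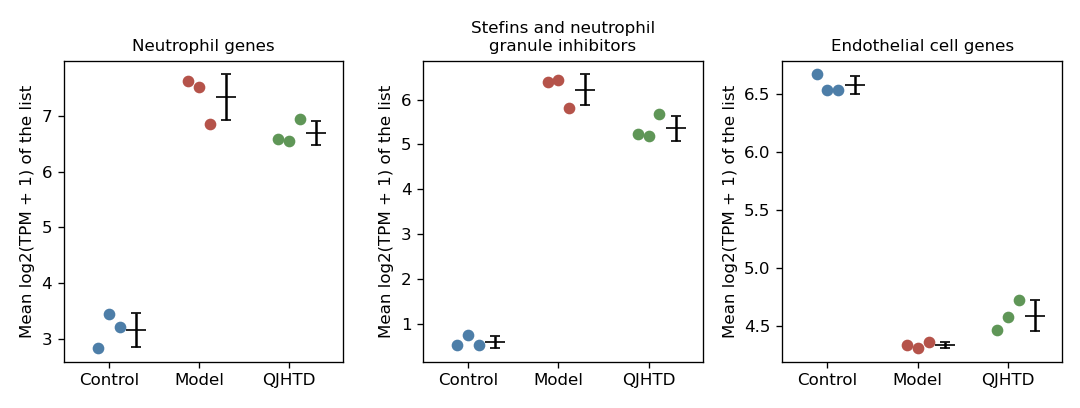
Mean log2(TPM + 1) over the genes of the neutrophil, stefin and endothelial lists, with vertical axes that do not start at 0. Each point is 1 library, and the bars show the mean and SD of the 3 libraries of each group. Library M3 had 6.86 in the neutrophil list and the QJHTD libraries 6.56 to 6.95.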

Subsequently, we implemented GO term and KEGG pathway enrichment analyses to expound DEG functions and deduce the molecular mechanism of action of QJHTD against COPD. 

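Chemokine genes, whose products draw leukocytes into tissue, rose in the lungs of the model group in 18 of 23 cases, fell in 2 and did not pass the test in 3, with the same counts when adjusted over the list alone. Ccl3 and Cxcl2, which attract macrophages and neutrophils, had log2 fold changes of 6.18 and 6.05 (adjusted p = 5.5e-08 and 2.3e-07 from limma). The members that fell were Ccl17 (−1.81) and Cx3cl1 (−1.49). Complement and acute-phase genes rose in 16 of 20 cases and fell in 1 (the same over the list alone). Lcn2, an iron-binding protein of neutrophil granules and injured epithelium, was at 64.3 ± 20.3 TPM in the control and 3574 ± 697 TPM in the model group (SD, n = 3). Of 9 markers of natural killer cells 2 rose, 2 fell and 5 did not pass the test, again the same over the list alone, and after median-ratio rescaling 3 rose and 1 fell. Ncr1, an activating receptor of natural killer cells, fell by 1.49 on the log2 scale. Gzmb, a granzyme also made by T cells, rose by 1.50 (adjusted p = 0.0257, and 0.0564 to 0.0678 without C1, C2, C3, M1 or M2, and 0.0589 with no filter). The complement list was called by camera (adjusted p = 1.4e-12, and adjusted p = 0.0825 with an estimated correlation) and the natural killer list was not (0.302). The annotation gives the term leukocyte migration involved in inflammatory response to 4 genes tested, too few for a test, which were looked up after the calls were seen. S100a8, a calcium-binding protein of neutrophils (5.96), and Ccr6, a chemokine receptor of lymphocytes (1.64), rose. Aoc3, a vascular amine oxidase (−1.49), and Ppbp, a platelet chemokine (−3.35), fell. Regulation of natural killer cell activation is given to 2 genes tested, regulation of acute inflammatory response to 3 and regulation of tumor necrosis factor biosynthetic process to 1, with 1, 0 and 0 of them past the thresholds. A gene was counted only where its own entry names the term, so the gene sets of the paper may be wider. Innate immune response was enriched among the 5043 genes, with 196 of 328 against 96.1 by chance (adjusted p = 4.2e-30 from Fisher's exact test). Of these, 111 were segments of antibodies or T-cell receptors, and the enrichment held without segments (exact test over 85 genes, adjusted p = 4.0e-04). Of 20 terms with at least 5 genes tested 9 were enriched. Among them were cell adhesion (32 genes higher and 95 lower), angiogenesis (6 and 42) and inhibitors of cysteine-type endopeptidases (14 and 4).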

Functional annotation in BP showed that the DEGs between the model and control groups were enriched in such terms as regulation of natural killer cell (NKC) activation, leukocyte migration involved in inflammatory response, regulation of acute inflammatory response, and regulation of tumor necrosis factor biosynthetic process (Fig. 7A). These descriptions characterize the active phase or acute exacerbation of chronic inflammation, conforming to the pathophysiology of COPD. The DEGs between the QJHTD and model groups were enriched in the following processes: regulation of immune response, innate immune response, regulation of response to external stimulus, and positive regulation of defense response (Fig. 7B). These results suggest that the efficacy of QJHTD in treating COPD relies on immune adjustment and antiinflammatory interference. 

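Cystatin-type protease inhibitors and antibody segments made up the enriched terms between the QJHTD and model groups. Of 27 genes annotated as inhibitors of cysteine-type endopeptidases, 4 passed the thresholds, all lower in the QJHTD group, against 0.131 expected (adjusted p = 8.2e-05 from the one-sided Fisher's exact test). They were the stefins Csta3 and Stfa2 and their relatives Cstdc5 and Stfa2l1. Cstdc5 measured 162 ± 33.7 TPM in the model and 78.4 ± 20.7 TPM in the QJHTD group (SD, n = 3), and Stfa2l1 348 ± 60.5 and 169.6 ± 45.0 TPM. These are paralogs that can share reads. Innate immune response held 8 of 328 genes against 1.60 expected (Fisher's exact test, adjusted p = 0.00121). Of these 7 were antibody segments and the other was Oas1g, an interferon-induced enzyme, with a log2 fold change of 1.23. Immunoglobulin production held 12 of 112, all of them segments, 7 higher and 5 lower. Ighv8-11 had a log2 fold change of −1.73 and Ighv1-84 one of 3.10, and Oas1g and Ighv1-84 were singled out after their values were seen. Without segments, a test chosen after the data were seen, innate immune response was not enriched (exact test, adjusted p = 1.00) and the protease inhibitors were (adjusted p = 4.3e-05). Regulation of immune response had 1 of 26 genes past the thresholds, the light-chain segment Igkv11-125 (exact test, adjusted p = 0.596). The terms on response to external stimulus and on defense response are given to 0 genes tested. Genes of narrower terms were not added to these broad ones, so the paper's enrichment of them could not be examined. In all, 3 of 20 terms were enriched, and 0 when genes were taken at an adjusted p of 0.05 by limma.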

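Most receptor and kinase genes of Fc receptor signaling that were listed rose in the lungs of the model group. In a list of immune receptors of Fc epsilon RI signaling, 8 of 13 rose, 3 fell and 2 did not pass (9 rose and 3 fell when adjusted over the list alone). Fcer1g, the gamma chain shared by Fc receptors, rose from 23.6 ± 5.07 to 261 ± 32.4 TPM (SD, n = 3). Syk, the kinase that it recruits, had a log2 fold change of 2.32 (adjusted p = 1.3e-06 from limma). Mast-cell and basophil genes did not share the rise, with 1 of 7 that rose and 4 that fell (the same over the list alone), among them Kit, the stem cell factor receptor (−1.98), and a camera adjusted p of 0.887. Of 22 genes of natural killer cell cytotoxicity 12 rose and 2 fell (11 and 2 over the list alone). The log2 fold change was 2.17 for Itgal and 2.82 for Itgb2, the chains of a leukocyte integrin, and 2.88 for Tyrobp, a signaling adaptor of myeloid and natural killer cells. Genes of phospholipase D signaling split into 9 that rose, among them Pik3cg, a phosphoinositide kinase of leukocytes (2.89), and 9 that fell, the same over the list alone. Their median log2 fold change was 0.02 and their mean 0.51, and after median-ratio rescaling 13 rose and 3 fell. NF-κB genes rose in 13 of 25 cases and fell in 7 (the same over the list alone, and 18 and 1 after that rescaling). Tnfaip3, an induced inhibitor of NF-κB, had a log2 fold change of 2.62 and Bcl2a1b, a survival gene that NF-κB induces, 2.66. Camera called the Fc epsilon RI, natural killer cytotoxicity, phospholipase D and NF-κB lists (adjusted p = 1.3e-05, 1.2e-06, 0.00378 and 8.3e-06), and none with an estimated correlation (adjusted p = 0.276, 0.195, 0.419 and 0.328). The KEGG pathway of phospholipase D signaling held 165 of 240 genes past the thresholds against 73.7 expected (Fisher's exact test, adjusted p = 2.1e-34) and that of NF-κB signaling 162 of 247 against 75.8 (3.9e-30). Fc epsilon RI signaling held 138 of 178 against 54.6 (4.1e-38) and natural killer cell cytotoxicity 154 of 205 against 62.9 (1.9e-39). Segments of antibodies and T-cell receptors, which the annotation places in all 4, made up 120, 124, 120 and 120 of these genes. Without segments the adjusted p was 0.0221, 0.0492, 0.272 and 0.0130, so that Fc epsilon RI signaling was not enriched. Of the 25 pathways tested 16 were enriched.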

The pathway enrichment profile disclosed that the DEGs between the model and control groups participated in a series of molecular signaling cascades, such as the phospholipase D (PLD) signaling pathway, NF-kappa B (NF-κB) signaling pathway, Fc epsilon RI (FcεRI) signaling pathway, and NKC-mediated cytotoxicity (Fig. 7C). 

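Antibody heavy-chain segments also carried most of the pathways enriched between the QJHTD and model groups. The same 8 segments lie in the KEGG pathways of NF-κB, phospholipase D, Fc epsilon RI and calcium signaling and of natural killer cell cytotoxicity, 5 of them higher and 3 lower in the QJHTD group. Ighv6-3 and Ighv8-4 had log2 fold changes of 2.64 and 3.53, and Ighv1-21 and Ighv1-36 of −1.31 and −1.36, examples chosen after their values were seen (adjusted p = 0.171 for Ighv6-3, and 0.0435 without M2). Natural killer cell cytotoxicity held 9 of 205 genes past the thresholds (Fisher's exact test, adjusted p = 8.5e-07), NF-κB signaling 9 of 247 (2.1e-06), Fc epsilon RI signaling 8 of 178 (2.1e-06) and phospholipase D signaling 8 of 240 (1.7e-05). Beyond segments, the first held Gzmc, a granzyme, with a log2 fold change of 1.14, and the second Gm29094, a predicted gene, with −1.43. Without segments each of the 4 had an adjusted p of 1.00. Among the 13 listed immune receptors of Fc epsilon RI signaling, 1 was higher and 2 were lower at an unadjusted p of 0.05 (Fyn, a kinase of the SRC family, 0.39, and Lcp2, an adaptor below Syk, −0.35). Genes of natural killer cell cytotoxicity had 3 higher and 1 lower of 22, with Prf1, the pore-forming perforin, at 0.44. For phospholipase D signaling these numbers were 1 and 1 of 22, and in the 3 lists 0 genes passed limma over all genes or when adjusted over the list alone. Apoptosis, with 4 of 136 genes against 0.572 expected, was enriched with segments (Fisher's exact test, adjusted p = 0.00724) and without them (0.0155). Its genes were Gzmc and the predicted genes Gm29094, Gm49369 and Gm10108, the 3 latter lower in the QJHTD group. TNF, toll-like receptor and MAPK signaling had 0 of 106, 0 of 79 and 0 of 256 genes past the thresholds on the unadjusted limma p. In all 8 of 25 pathways were enriched, 1 without segments (a test chosen after the data were seen) and 0 when genes were taken at an adjusted p of 0.05.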

Analogously, the DEGs between the QJHTD and model groups contributed to pathways including the NF-κB signaling pathway, PLD signaling pathway, FcεRI signaling pathway, and NKC-mediated cytotoxicity (Fig. 7D). These findings imply that the molecular routes relevant to NF-κB, PLD, and FcεRI, as well as NKC-mediated cytotoxicity (ultimately leading to cell apoptosis), are instrumental in the therapeutic mechanism of QJHTD against COPD.

**Fig. 6:**
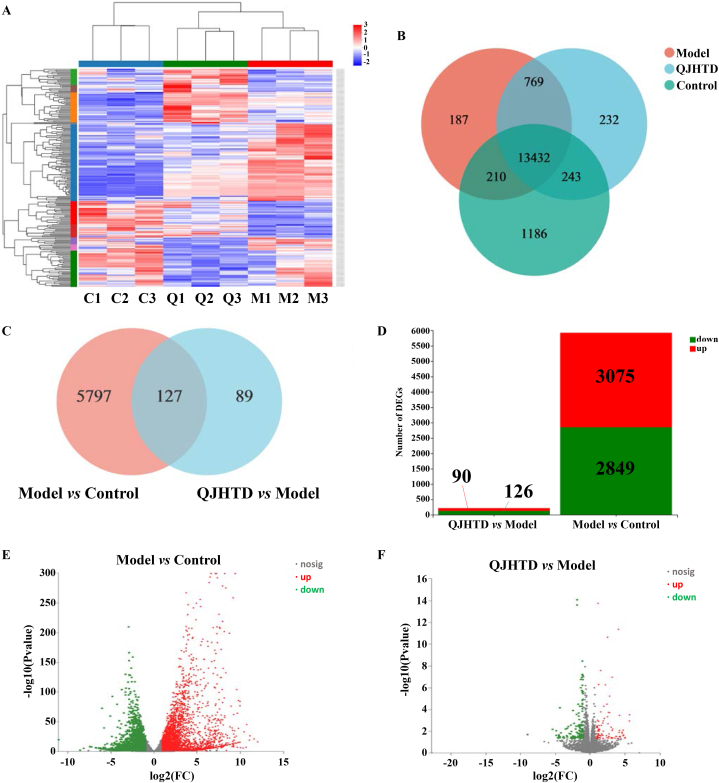
RNA-seq-dependent differential gene expression analysis of the lung tissue of mice with COPD receiving QJHTD regimen. **A** Cluster test of gene expression patterns in the control (C1–C3), model (M1–M3), and QJHTD (Q1–Q3) groups. **B** Expressed gene counts in the control, model, and QJHTD groups. **C** DEG counts in the model-*versus*-control and QJHTD-*versus*-model comparisons. **D**–**F** Analysis of upregulated and downregulated DEGs in the model-*versus*-control and QJHTD-*versus*-model comparisons.

**Fig. 7:**
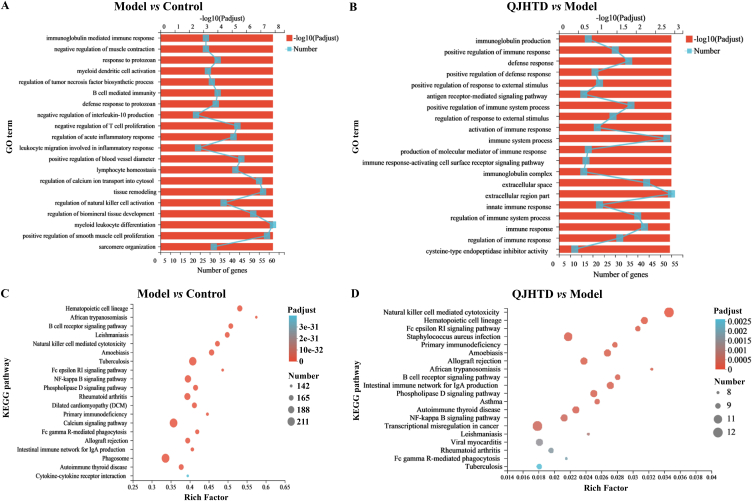
GO function and KEGG pathway enrichment analyses based on the gene sets of intergroup comparisons. **A** and **B** GO terms annotating DEG biofunctions in the model-*versus*-control and QJHTD-*versus*-model comparisons. **C** and **D** KEGG pathways contributing to the modulation of COPD pathogenesis by QJHTD.

Furthermore, we investigated whether QJHTD positively or negatively tuned molecular signaling for the remission of COPD. Intersections of the downregulated (upregulated) genes in the model-*versus*-control group comparison and the upregulated (downregulated) genes in the QJHTD-*versus*-model group comparison were used for GO function and KEGG pathway enrichment reanalyses. The functional annotations in BP showed that the processes (or signaling cascades) reinforced in the model group relative to those in the control group and concurrently weakened in the QJHTD group relative to those in the model group embraced positive regulation of IL-6, TNF, and IL-1β production, as well as positive regulation of MAPK (specified as ERK1, ERK2, and JNK), I-kappa B (IκB) kinase/NF-κB, apoptosis, and TLR4 signaling pathways (Fig. 8A). 

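Il1b, which encodes IL-1β, measured 9.80 ± 1.77 TPM in the control, 326 ± 58.1 TPM in the model and 221 ± 59.97 TPM in the QJHTD group (SD, n = 3). It rose in the model group by a log2 fold change of 4.92 (standard error 0.22, adjusted p = 3.4e-07 from limma). Between the QJHTD and model groups the log2 fold change was −0.58 (standard error 0.22, adjusted p = 0.687), which did not pass the test. The gene is ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139 of GRCm38. Tnf, the tumor necrosis factor gene, went from 1.04 ± 0.561 to 40.3 ± 5.59 TPM and stood at 29.9 ± 5.25 TPM with QJHTD (SD, n = 3). Il6 went from 0.140 ± 0.166 to 2.90 ± 0.555 TPM and stood at 2.05 ± 0.441 TPM (SD, n = 3). Their log2 fold changes between the QJHTD and model groups were −0.42 and −0.35 (adjusted p = 0.761 and 0.754). Of 22 cytokine genes of the IL-1, IL-6 and TNF families 13 rose and 4 fell in the model group, the same over the list alone. With QJHTD their median was −0.25, 1 was higher and 3 were lower than in the model group at an unadjusted p of 0.05, and 0 passed limma over all genes or when adjusted over the list alone. Camera called this list in both comparisons (adjusted p = 1.9e-07 and 4.9e-05), and in neither with an estimated correlation (adjusted p = 0.151 and 0.390). Mapk3, which encodes ERK1, had −0.77 from the control to the model group and −0.11 from the model to the QJHTD group. For Mapk9, which encodes JNK2, these log2 fold changes were −0.79 and 0.05. With TPM recomputed without segments, hemoglobin and mitochondrial genes, the model values were −0.13 and −0.19 and did not pass (adjusted p = 0.144 and 0.237). MAPK genes rose in 5 and fell in 15 of 28 cases in the model group (5 and 17 over the list alone), a balance that turned after median-ratio rescaling (11 rose and 7 fell). With QJHTD 3 were lower at an unadjusted p of 0.05 and 0 passed limma over all genes or over the list alone. The median was −0.01 (camera adjusted p = 0.112, and 0.0360 without library Q3). At the thresholds 28 genes were higher in the model group and then lower with QJHTD. None of them lay in the terms on IL-6, TNF and IL-1β production or on MAPK, ERK, JNK, NF-κB and toll-like receptor 4 signaling. The predicted gene Gm29094 lay in the apoptotic process and the predicted gene Gm49369 in its positive regulation. The terms enriched among the 28 were inhibitors of cysteine-type endopeptidases (4 genes, Fisher's exact test, adjusted p = 2.0e-06) and immunoglobulin production (5 genes). Of the 1595 genes higher in the model group at the thresholds 867 (54.4%) have a lower mean in the QJHTD group. Both comparisons use the model libraries, and this share was not simulated for unchanged QJHTD groups. Among the higher genes with a GO term, 4 of 5 genes of IL-6 production had a lower mean with QJHTD, 6 of 12 of the ERK cascade, 5 of 6 of NF-κB signaling, 16 of 36 of the apoptotic process and 5 of 12 of its positive regulation. The share of all such genes would give 2.73, 6.54, 3.27, 19.6 and 6.54. By this test, chosen after the data were seen, 0 of 12 terms passed (Fisher's exact test, smallest adjusted p = 0.181, and 1 at an unadjusted p of 0.05). The smallest was that of the protease inhibitors (12 of 14 back), which passed after median-ratio rescaling (exact test, adjusted p = 0.0349), quantile normalization (0.0256) or recomputing TPM (0.0419), with a pseudocount of 0.1 (0.0180) or without M2 (0.0465). The terms on TNF and IL-1β production, the MAPK and JNK cascades and toll-like receptor 4 signaling had 1, 3, 3, 2 and 3 genes higher in the model group, too few for a test. Only genes whose own entries name a term were counted, and the paper's gene sets may be wider.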

The processes (or signaling cascades) that were inhibited in the model group relative to those in the control group and enhanced in the QJHTD group relative to those in the model group included negative chemotaxis, lung alveolus development, and positive regulation of cell proliferation and differentiation (Fig. 8B). 

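Genes of BMP signaling and alveolar development fell in the model group in 22 of 24 cases and rose in 1, that of Id2, an inhibitor of DNA binding (adjusted p = 0.0140 from limma, and 0.0519 without C2), with the same counts over the list alone. Bmp4, a growth factor of lung branching and alveoli, fell from 85.9 ± 2.89 to 16.3 ± 1.17 TPM (SD, n = 3), a log2 fold change of −2.33 (adjusted p = 3.7e-07 from limma). It measured 23.6 ± 3.08 TPM in the QJHTD group, a log2 fold change of 0.50 from the model group (standard error 0.11, adjusted p = 0.391). Id3, a target of BMP signaling, had −2.55 from the control to the model group and 0.42 from the model to the QJHTD group. For Smad6, an inhibitory SMAD, these log2 fold changes were −3.60 and 0.43. With QJHTD 4 genes of the list were higher at an unadjusted p of 0.05, 0 by limma over all genes and 2 when adjusted over the list alone. The list was called in both comparisons (adjusted p = 8.7e-06 and 3.3e-05) and in neither with an estimated correlation (adjusted p = 0.214 and 0.431). Of 22 cell-cycle genes 4 were higher with QJHTD at an unadjusted p of 0.05 and 0 by limma over all genes or over the list alone, with Mcm5, a DNA replication helicase, at 0.53. Their median was 0.30 (camera adjusted p = 2.0e-06, and adjusted p = 0.655 with an estimated correlation). Negative chemotaxis is a term given to 20 genes tested, of which 12 fell and 0 rose at the thresholds in the model group, against 5.86 expected (Fisher's exact test, adjusted p = 0.0103). All 12 of these that fell had a higher mean in the QJHTD group, and 0 passed the thresholds there on the unadjusted limma p. Of all 3448 genes lower in the model group 69.5% had a higher mean in the QJHTD group, with a median log2 fold change of 0.09. Over all genes tested this median was 0.05. Both comparisons use the model libraries, and the share was not simulated for unchanged QJHTD groups, so it does not by itself show a reversal. For negative chemotaxis, 8.25 of 12 were expected from the lower genes with a GO term (exact test chosen after the data were seen, adjusted p = 0.0439). This did not pass without M1 (0.0609), M2 (0.154), M3 (0.639), Q1 (0.174) or Q3 (0.0776), nor after median-ratio rescaling (0.512), quantile normalization (0.369) or recomputing TPM without segments, hemoglobin and mitochondrial genes (0.351), nor with a pseudocount of 0.1 (0.0774) or a mean of at least 5 TPM (0.291). Of 12 terms 3 passed this exact test, the others being cell adhesion (80 of 95 back up, adjusted p = 0.00444) and angiogenesis (37 of 42, adjusted p = 0.0185). Cell adhesion did not pass without M1 (0.0599), M3 (0.572), Q1 (0.169) or both M2 and Q1 (0.0581), and angiogenesis not without M3 (0.572) or Q3 (0.0776). Neither passed after median-ratio rescaling (0.512 and 0.193), quantile normalization (0.186 and 0.0774) or recomputing TPM (0.351 and 0.0667). Positive regulation of cell proliferation had 22 of 29 genes back up against 19.9 expected by the same exact test (adjusted p = 0.421), and lung alveolus development 3 of 4, too few for a test. At the thresholds 13 genes went down and then up.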

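Toll-like receptor genes rose in the model group in 20 of 25 cases and fell in 3, the same over the list alone. Tlr2, a receptor for bacterial lipoproteins, rose from 4.70 ± 0.961 to 44.9 ± 3.73 TPM and stood at 30.6 ± 2.77 TPM in the QJHTD group (SD, n = 3). The last difference, a log2 fold change of −0.54, did not pass the test (standard error 0.14, adjusted p = 0.480 from limma). Cd14, a co-receptor for lipopolysaccharide, had log2 fold changes of 3.26 from the control to the model group and −0.55 from the model to the QJHTD group. For Irak3, an inhibitor of toll-like receptor signaling, they were 2.98 and −0.63. These 3 genes of the list were lower with QJHTD at an unadjusted p of 0.05, 0 passed over all genes or over the list alone, and the median was −0.02. Camera called the list in the model group (adjusted p = 4.0e-11, and adjusted p = 0.0825 with an estimated correlation). It did not call it with QJHTD (adjusted p = 0.0614), but did without C1 (0.0471), C3 (0.0459), M3 (0.00486) or Q1 (0.0419), with a pseudocount of 0.1 (0.0492) and with a mean of at least 5 TPM (0.0100, median −0.066). NF-κB genes had a median of −0.05 with QJHTD, with 2 of 25 lower at an unadjusted p of 0.05 (Tnfaip3 −0.36) and 0 by limma over all genes or over the list alone. This list was not called (adjusted p = 0.0749), but was without C3 (0.0493), M3 (0.0125) or Q3 (0.0217). Genes of apoptosis execution and the BCL2 family rose in 10 of 28 cases in the model group, such as Birc5, an inhibitor of apoptosis also needed for cell division (2.63), and fell in 10, such as Bcl2 (−0.71), the same over the list alone. Bcl2 had −0.33 after median-ratio rescaling (adjusted p = 0.0599) and −0.25 with TPM recomputed without segments, hemoglobin and mitochondrial genes (adjusted p = 0.219), neither past the test. The list had a median of −0.03 and a mean of 0.25, and after median-ratio rescaling 17 rose and 4 fell with a median of 0.46. Camera called the apoptosis list upward in the model group (adjusted p = 0.00480) but not with an estimated correlation (adjusted p = 0.420). With QJHTD 1 of its genes was lower at an unadjusted p of 0.05 (Fas, a death receptor, −0.31) and 0 passed limma over all genes or over the list alone. Among the 28 genes that passed the thresholds up and then down, 8 of 25 KEGG pathways were enriched. NF-κB signaling held 4 of them (Fisher's exact test, adjusted p = 7.5e-04, and 0.423 without segments). Apoptosis held 2, the predicted genes Gm29094 and Gm49369 (exact test, adjusted p = 0.0197, and 0.0340 without segments). TNF and toll-like receptor signaling had no gene among the 28, and no pathway was enriched without C3, without M2 or without Q3. Camera with its preset correlation called the KEGG pathways of TNF and toll-like receptor signaling downward with QJHTD, and neither with an estimated correlation. Of the genes higher in the model group at the thresholds, 19 of 25 in TNF signaling had a lower mean with QJHTD, 19 of 30 in toll-like receptor signaling, 82 of 158 in NF-κB signaling and 15 of 24 in apoptosis. The share of all such genes with a KEGG pathway would give 13.9, 16.7, 88.0 and 13.4. By this test, chosen after the data were seen, 0 of 23 pathways passed (Fisher's exact test, smallest adjusted p = 0.643, and 1 at an unadjusted p of 0.05, TNF signaling), and 0 without segments (smallest adjusted p = 0.559).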

KEGG pathway enrichment analysis showed that the molecular pathways that were upregulated in the model group *versus* the control group and simultaneously downregulated in the QJHTD group *versus* the model group included the NF-κB, TNF, and TLR signaling pathways, and apoptosis (Fig. 8C). The pathways that were downregulated in the model group *versus* in the control group and concurrently upregulated in the QJHTD group *versus* the model group included the calcium signaling pathway, adrenergic signaling in cardiomyocytes, and circadian entrainment (Fig. 8D). Collectively, the landscape of pathway activity regulation suggests that suppressing the molecular routes of IL-1β, IL-6, TNF, IκB–NF-κB, TLR, MAPK (involving ERK1/2 and JNK), and apoptosis is prominent in the *anti*-COPD action of QJHTD, which closely mirrored our speculation based on network pharmacology.

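Adrb1, a beta-adrenergic receptor of heart and lung, fell in the model group from 17.1 ± 1.64 to 2.51 ± 0.660 TPM (SD, n = 3), a log2 fold change of −2.38 (adjusted p = 2.6e-06 from limma). It stood at 3.03 ± 0.356 TPM in the QJHTD group, a log2 fold change of 0.21 from the model group (adjusted p = 0.837). Genes of calcium channels and pumps fell in 13 of 21 cases and rose in 4, the same over the list alone. Atp2b2, a calcium pump of the plasma membrane, had −1.77, and Cacna1s, the calcium channel of skeletal muscle, 2.17. With QJHTD 1 was higher at an unadjusted p of 0.05 (Atp2a3, a calcium pump of the endoplasmic reticulum, 0.35) and 0 by limma over all genes or over the list alone. Genes of the circadian clock fell in 12 of 16 cases and rose in 2 in the model group (the same over the list alone), with a median log2 fold change of −1.79. Ciart, a repressor of the clock, had −2.27 from the control to the model group and 0.49 from the model to the QJHTD group (limma adjusted p = 0.657 for the latter). Tef, a clock-controlled transcription factor, and Nr1d2, a nuclear receptor of the clock, had −2.12 and −1.89 in the model group. With QJHTD 1 of these genes was higher and 1 lower at an unadjusted p of 0.05, and 0 by limma over all genes or over the list alone. Camera called neither list in the model group (adjusted p = 0.649 and 0.124) or with QJHTD (0.225 and 0.191). It called the clock list in the model group with no filter (adjusted p = 0.0274), after median-ratio rescaling (adjusted p = 0.0108), quantile normalization (0.0377) or recomputing TPM without segments, hemoglobin and mitochondrial genes (0.00800). Cardiomyocyte markers had a median log2 fold change of −3.39 from the control to the model group and 0.13 from the model to the QJHTD group. The latter was −0.66 without library Q3 (camera adjusted p = 0.941, and 0.00277 without Q3). Their mean log2(TPM + 1) was 1.22 to 3.80 in the QJHTD libraries, still below the 4.36 to 6.17 of the control libraries. At the thresholds in the model group, calcium signaling held 43 genes that were lower and 139 that were higher, 124 of all of them segments of antibodies or T-cell receptors. Adrenergic signaling in cardiomyocytes held 45 lower and 6 higher, and circadian entrainment 27 and 5. Of the 13 genes that passed the thresholds down and then up on the unadjusted limma p, 0 lay in these pathways. The 13 were assembled loci, predicted genes named Gm, the pseudogene Rpl35a-ps2 and the histone gene H2bc13, so this 0 says little about the pathways. Of the genes that were lower, 33 of 45 in adrenergic signaling had a higher mean with QJHTD, 20 of 27 in circadian entrainment and 32 of 43 in calcium signaling. These are 73.3%, 74.1% and 74.4%, against 73.5% of all lower genes with a KEGG pathway (Fisher's exact test chosen after the data were seen, adjusted p = 0.725 for each). Of 23 pathways 2 passed this exact test, axon guidance (56 of 59 back, adjusted p = 3.8e-04) and cytokine-cytokine receptor interaction (31 of 33, 0.0334). Both did not pass without M2 (0.0784) or M3 (0.233) or after median-ratio rescaling (0.338) or quantile normalization (0.275), and the latter also without M1 (0.0818), Q1 (0.604), Q2 (0.32) or both M2 and Q1 (0.0957), with no filter (0.0985), a mean of at least 5 TPM (0.343) or recomputed TPM (0.695).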

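Of 21 signal molecules that the paper names, 9 rose, 6 fell and 6 did not pass the test in the model group (9 and 7 when adjusted over the list alone). After median-ratio rescaling, 15 rose and 2 fell. Nlrp3, the sensor of an inflammasome that releases IL-1β, rose from 0.707 ± 0.268 to 16.2 ± 2.19 TPM and measured 10.3 ± 1.43 TPM in the QJHTD group (SD, n = 3). Its log2 fold change between the last 2 groups was −0.61 (standard error 0.16, adjusted p = 0.504 from limma). Nfkbia, which encodes the inhibitor IκBα and is itself induced by NF-κB, rose by 1.02 from the control to the model group. From the model to the QJHTD group it had −0.26. Tlr4, the receptor for lipopolysaccharide, had 0.65 and −0.09 in these 2 comparisons. Ikbkb, an IκB kinase, had −0.68 from the control to the model group and 0.03 from the model to the QJHTD group. The former was −0.19 after median-ratio rescaling (adjusted p = 0.111) and −0.06 with TPM recomputed without segments, hemoglobin and mitochondrial genes (adjusted p = 0.671), neither past the test. With QJHTD the list had a median of −0.07, 2 of the molecules, Nlrp3 and Il1b, were lower at an unadjusted p of 0.05, and 0 passed limma over all genes or when adjusted over the list alone. Camera called the list in both comparisons (adjusted p = 6.2e-04 and 0.00278), and with an estimated correlation in neither (adjusted p = 0.413 and 0.655). Without both M2 and Q1 camera did not call it with QJHTD (adjusted p = 0.0764). Over all genes 41 passed the thresholds in both comparisons in opposite directions (28 up and then down) and 18 in the same direction, of 59 in all. The count of 41 was 64 without M2, 85 without M3 and 65 without Q1. Both comparisons use the 3 model libraries. With QJHTD groups simulated not to differ from the model group, the opposite genes numbered 18.5 in the median of 100 simulations (0 to 242), and 13.7 would be shared by independent lists. The correlation of the 2 log2 fold changes across genes, which are not independent replicates, was −0.19, against −0.13 (−0.44 to 0.22) in the simulations, and the covariance −0.08 against −0.04. The count, the correlation and the covariance all lay within the range of the simulations, so no excess over unchanged QJHTD groups was shown. The model libraries are too few to be split, so what their use in both comparisons adds could not be measured apart. From the pathways that went up in the model group and down with QJHTD, the paper proposes that the suppression of these signals and of apoptosis has a prominent part in the action of QJHTD against COPD.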

**Fig. 8:**
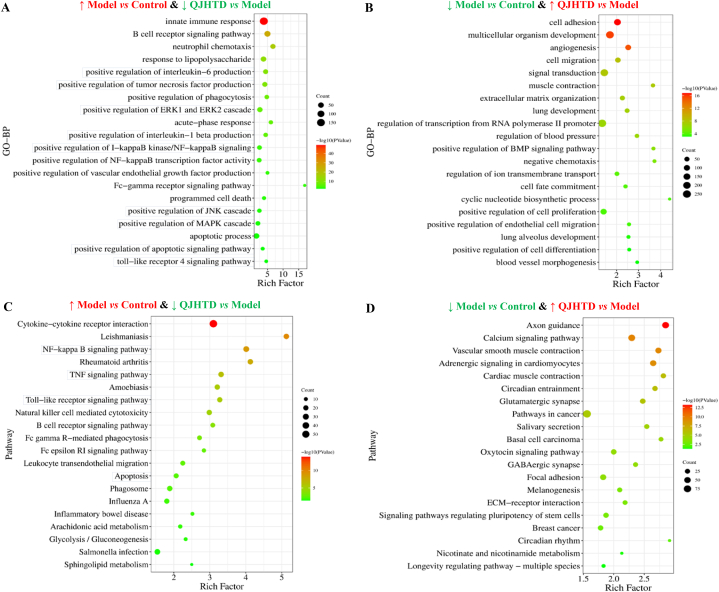
Molecular pathways underlying the *anti*-COPD property of QJHTD. **A** BPs upregulated in the model-*versus*-control and downregulated in the QJHTD-*versus*-model comparison. **B** BPs downregulated in the model-*versus*-control and upregulated in the QJHTD-*versus*-model comparison. **C** Pathways upregulated in the model-*versus*-control and downregulated in the QJHTD-*versus*-model comparison. **D** Pathways downregulated in the model-*versus*-control and upregulated in the QJHTD-*versus*-model comparison.

### 3.6 Metabolome profiling Unveils metabolite signature in mice with COPD receiving QJHTD treatment

Accumulating evidence supports the correlation of metabolic alterations with COPD pathophysiology and treatment [26]. Moreover, traditional herbs or medicinal formulas have been proven effective in redressing dysmetabolism in multiple diseases [27]. Considering this, we attempted to explore the metabolite signature in QJHTD interference (at high/optimal dose, 4.48 g kg^−1^) with COPD at the molecular level. LC‒MS/MS analysis revealed the metabolite composition of mouse lung tissue. Total ion chromatograms of quality control samples in positive and negative ion modes verified the performance of the LC‒MS/MS system, reflecting the expected reliability of measurement (Fig. 9A and B). The permutation test plot showed an appropriate PLS-DA prediction model without overfitting based on the *Y*-intercept of the Q^2^ regression line <0.05 (Fig. 9E). PLS-DA score plots in the positive and negative ion modes showed minor intragroup differences and sharp intergroup distinctions, indicating that COPD modeling remarkably affected metabolites in mouse lung tissue and that QJHTD altered metabolic patterns in the COPD mice (Fig. 9C and D). A total of 732 identified metabolites were subsumed into 13 chemical categories using HMDB (Fig. 9F). The maximal portion of the classification pie was occupied by lipids and lipid-like molecules, totaling 355 compounds and accounting for 48.50 % of all components, indicating the latent dominance of lipids and lipid metabolism in COPD progression and QJHTD action. A cluster heat map was used to visualize the functional relevance and abundance discrepancy of metabolites in the control, model, and QJHTD groups (Fig. 9G). Certain compounds such as imperialine, baicalin, peimine, oroxylin A, and acacetin were highly abundant in the QJHTD group but of low content in the control and model groups. Therefore, these molecules potentially function as active components of QJHTD in COPD treatment. Differential metabolite (DMB) analysis (Fig. 10A; Tables S3 and S4) revealed 272 DMBs (101 in the positive and 171 in the negative ion mode) between the model and control groups, and 74 DMBs (36 in the positive and 38 in the negative ion mode) between the QJHTD and model groups. These DMBs were chemically classified using the KEGG compound database. Six chemical categories were detected in the model-*versus*-control group comparison and two were detected in the QJHTD-*versus*-model group comparison (Fig. 10B and C). The category phospholipids was shared in the two comparisons, which highlighted the regulatory roles of lipids, specifically phospholipids, in the *anti*-COPD action of QJHTD. We further analyzed the up- and downregulated DMBs in QJHTD treatment of COPD, according to the filter criterion of fold change (FC) > 1, signifying upregulation of the DMBs in the model (QJHTD)-*versus*-control (model) comparison, or FC < 1, denoting the contrary modulation. The results were visualized as volcano plots, exhibiting 178 upregulated and 94 downregulated DMBs in the model-*versus*-control comparison, as well as 50 upregulated and 24 downregulated DMBs in the QJHTD-*versus*-model comparison (Fig. 10D–G). Nine upregulated DMBs in the model-*versus*-control comparison and downregulated DMBs in the QJHTD-*versus*-model comparison overlapped, including sphingosine (Sph), agavasaponin C’, 2-ethyl-2,5-dihydro-4,5-dimethylthiazole, kynurenine, fusarin C, indolelactic acid, 1-heneicosanoyl-*glycero*-3-phosphate, lucidenolactone, and asparaginyl-phenylalanine (Fig. 10H). In addition, nine downregulated DMBs in the model-*versus*-control comparison and upregulated DMBs in the QJHTD-*versus*-model comparison overlapped, encompassing pentacosanoic acid, 1-nitro-5-hydroxy-6-glutathionyl-5,6-dihydronaphthalene, lysoPC(18:3 (9Z,12Z,15Z)), HDMBOA-Glc, *S*-(formylmethyl)glutathione, lysoPC(22:5 (7Z,10Z,13Z,16Z,19Z)), *p*-salicylic acid, gravacridonediol, and fructosamine (Fig. 10I). Together, these endogenic compounds formed a metabolic bridge between COPD development and QJHTD action.

**Fig. 9:**
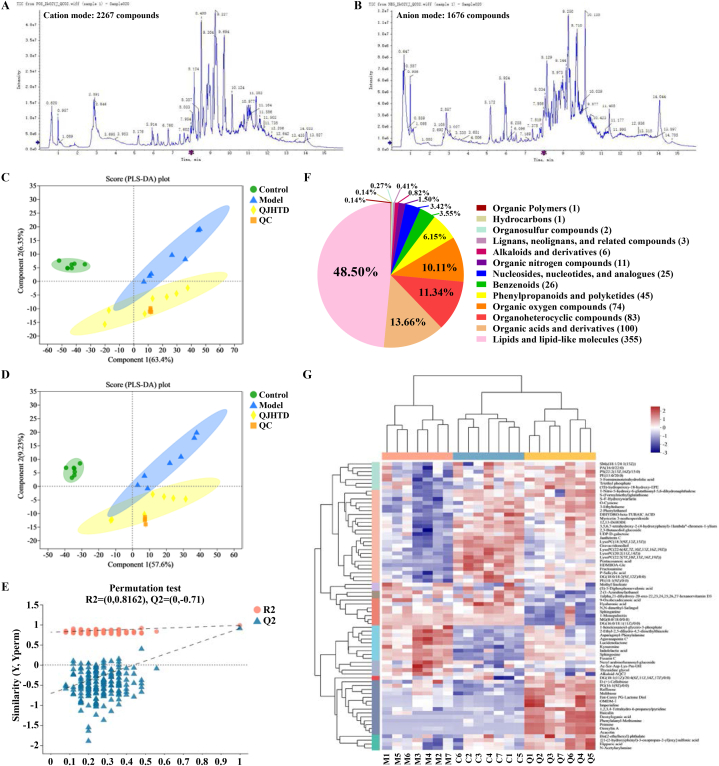
Metabolite outline in metabolic profiling of mouse lung tissue. **A** and **B** Total ion chromatograms (TICs) of quality control samples in the cation and anion modes. **C** and **D** PLS-DA score plots in the cation and anion modes showing the classification of mouse lung tissue samples. **E** Permutation test of the PLS-DA model. **F** HMDB categorization (superclass) of 732 compounds in the metabolomic dataset. Numbers in parentheses represent metabolite counts in the superclass terms. **G** Cluster heatmap visualizing metabolite annotations in the control (C1–C7), model (M1–M7), and QJHTD (Q1–Q7) groups.

**Fig. 10:**
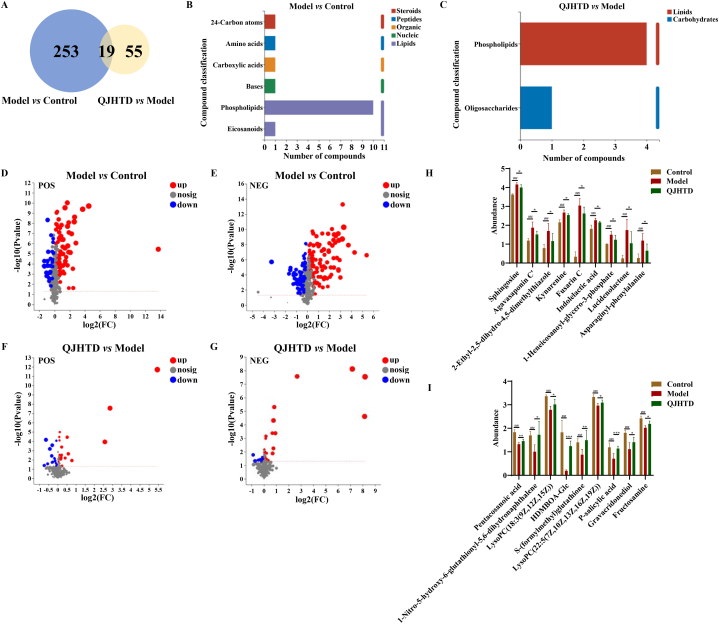
DMB metabolomics analysis of mouse lung tissue. **A** Venn diagram of DMB counts in the model-*versus*-control and QJHTD-*versus*-model comparisons. **B** and **C** KEGG compound classification of DMBs in the model-*versus*-control and QJHTD-*versus*-model comparisons. **D**–**G** Volcano plots in the positive and negative ion modes visualizing DMBs in the model-*versus*-control and QJHTD-*versus*-model comparisons. **H** and **I** Quantitative differences in endogenous metabolites between the control, model, and QJHTD groups. Data are presented as the mean ± SD (*n* = 7). ###*p* < 0.001 *versus* the control group. *p < 0.05, **p < 0.01, ***p < 0.001 *versus* the model group.

Furthermore, KEGG enrichment analysis of up- (down-)regulated DMBs in the model-*versus*-control comparison and concurrently down- (up-)regulated DMBs in the QJHTD-*versus*-model comparison was implemented to identify metabolism-related pathways that mediated the action of QJHTD on COPD. The activities of two pathways, namely, apoptosis and sphingolipid (SL) metabolism, were reinforced in the model-*versus*-control comparison but suppressed in the QJHTD-*versus*-model comparison (Fig. 11A and D). Activity of the pathway choline (Ch) metabolism in cancer was restrained in the model-*versus*-control comparison and concurrently boosted in the QJHTD-*versus*-model comparison (Fig. 11B and C). These findings imply that suppression of apoptosis and SL metabolism with promotion of Ch metabolism partly supports the *anti*-COPD properties of QJHTD, rehighlighting the regulatory significance of SL metabolism.

**Fig. 11:**
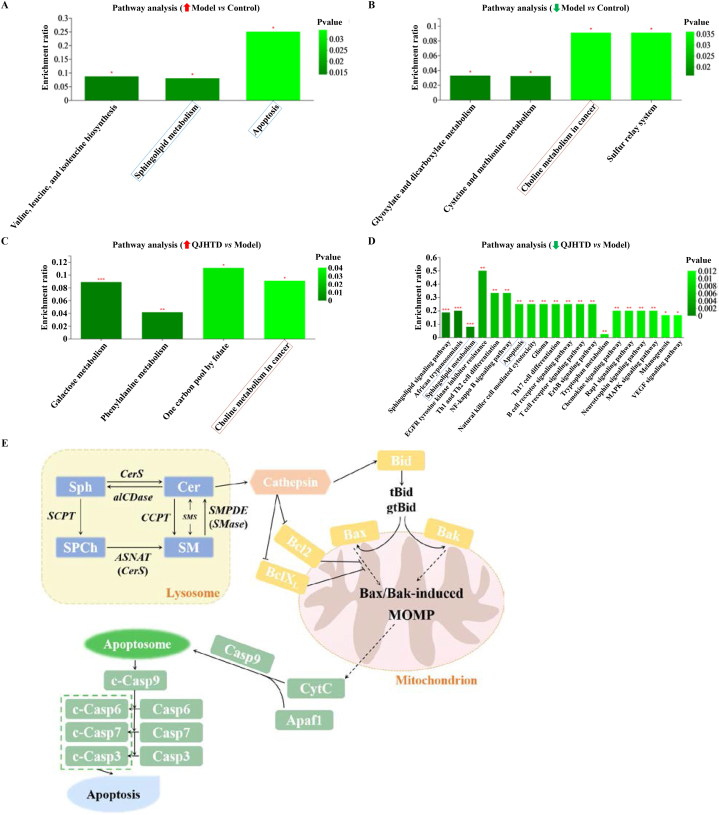
Pathway enrichment analysis of DMBs in intergroup comparisons. **A** and **D** Metabolic pathways upregulated in the model-*versus*-control and downregulated in the QJHTD-*versus*-model comparison. **B** and **C** Metabolic pathways downregulated in the model-*versus*-control and upregulated in the QJHTD-*versus*-model comparison. **E** Nexus between sphingolipid metabolism and apoptosis. *p < 0.05, **p < 0.01, and ***p < 0.001.

### 3.7 Integrated Transcriptome–Metabolome analysis reveals the role of SL metabolism in QJHTD action against apoptosis

Comprehensive analysis of metabolomic and transcriptomic data illustrated the link between transcriptional and metabolic controls by QJHTD. The apoptosis pathway was emphasized in that it was enriched with the differential metabolite Sph and emerged at the nexus of the signaling cascades and metabolic pathways (Fig. 11A and D). Using the KEGG pathway IDs of apoptosis (map 04210) and Sph-associated cascades (map 00600, map 01100, and map 04071), we parsed the KEGG pathway maps and edited the regulative network of Sph-originated apoptosis signaling by QJHTD. As shown in Fig. 11E, Sph-induced apoptosis relies on the direct or indirect transmutation of Sph into ceramide (Cer) in lysosomes. Precisely, Sph is converted into Cer through ceramide synthetase (CerS) catalysis or transformed into sphingosyl-phosphocholine (SPCh), sphingomyelin (SM), and Cer in turn under successive catalysis by sphingosine cholinephosphotransferase (SCPT), acyl-CoA:sphingosine *N*-acyltransferase (ASNAT, equivalent of CerS), and sphingomyelin phosphodiesterase (SMPDE, equivalent of sphingomyelinase, SMase). Furthermore, alkaline ceramidase (alCDase) catalyzes the transformation of Cer to Sph. Ceramide cholinephosphotransferase (CCPT) activation enables Cer to convert to SM, while sphingomyelin synthase (SMS) catalyzes the bidirectional conversion between Cer and SM. Lysosomal Cer activates the aspartic protease cathepsin, thereby provoking Bax/Bak-mediated mitochondrial outer membrane permeabilization (MOMP) by upregulating the Bid–Bax/Bak signaling axis and inhibiting Bcl2/BclX_L_ activity. MOMP drives the release of cytochrome-C (CytC) which participates in apoptosome formation by complexing Apaf 1 and pro-Casp9. Active Casp9 cleaves downstream pro-caspases such as pro-Casp 7, pro-Casp3, and pro-Casp 6 to execute cell death. In this diagram, targeting Sph transmutation-relevant enzymes is expected to be part of QJHTD action against bronchoalveolar cell apoptosis in COPD owing to the apparent discrepancies in Sph content and apoptotic factor expression between the COPD mice treated with and without QJHTD.

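Transcripts of the enzymes that make and break down ceramide and sphingosine changed in both directions in the model group. Acer2, an alkaline ceramidase that releases sphingosine from ceramide, fell from 101 ± 22.4 to 18.5 ± 2.04 TPM and measured 16.2 ± 0.632 TPM in the QJHTD group (SD, n = 3). Its log2 fold changes were −2.37 in the model group (adjusted p = 2.1e-06 from limma) and −0.18 between the QJHTD and model groups (adjusted p = 0.856). Cers4, a ceramide synthase, fell from 16.9 ± 3.22 to 4.83 ± 0.411 TPM and stood at 6.39 ± 0.390 TPM with QJHTD (SD, n = 3). Sgms2, a sphingomyelin synthase, rose from 2.09 ± 0.164 to 8.86 ± 2.19 TPM and stood at 5.06 ± 0.722 TPM (SD, n = 3). Between the QJHTD and model groups the log2 fold change was 0.34 for Cers4 and −0.68 for Sgms2 (adjusted p = 0.698 and 0.480). Of 30 genes of sphingolipid metabolism 9 rose and 11 fell in the model group, the same over the list alone. Their median of −0.18 turned to 0.31 after median-ratio rescaling (16 rose and 6 fell). Ctsd, the aspartic protease cathepsin D, rose from 220.2 ± 23.0 to 1779 ± 222 TPM and measured 1637 ± 199 TPM in the QJHTD group (SD, n = 3). Of 13 cathepsin genes 10 rose and 2 fell, the same over the list alone (camera adjusted p = 4.3e-08, and adjusted p = 0.151 with an estimated correlation). Bid, which links caspases to mitochondria, was at 3.23 ± 0.135, 12.2 ± 1.31 and 12.2 ± 0.771 TPM in the control, model and QJHTD groups (SD, n = 3). Bak1, a pore former of the outer mitochondrial membrane, rose by 1.26 in the model group (adjusted p = 1.3e-05). Casp6, a caspase, fell by 1.04 on the log2 scale. Bax, the other pore former of the diagram, had −0.37 (adjusted p = 0.0153, and 0.0539 without C1), but 0.14 after median-ratio rescaling (adjusted p = 0.242), −0.16 after quantile normalization (0.117) and 0.27 with TPM recomputed without segments, hemoglobin and mitochondrial genes (0.0267). For Ctsd, Bid and Bak1 the log2 fold changes from the model to the QJHTD group were −0.12, 0.01 and 0.09. Of the 25 factors of Fig. 11E that were tested, 6 rose and 12 fell in the model group (6 and 13 over the list alone, and 12 and 4 after median-ratio rescaling). With QJHTD 1 was higher and 1 lower at an unadjusted p of 0.05, and 0 passed limma over all genes or over the list alone. The sphingolipid list had the same 2 counts and 0 past the test. Camera did not call the factors in either comparison (adjusted p = 0.220 and 0.296).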

### 3.8 Discovery of exogenous compounds in lung tissue Ascertains the potential of active ingredients of QJHTD for COPD treatment

Following the metabolic landscape, extrinsic compounds in the lung tissue of the QJHTD-treated mice, including acacetin, deoxyloganic acid, peimine, oroxylin A, and baicalin, were uncovered. To trace acacetin and baicalin as representative components in the QJHTD preparation, we qualitatively examined these two compounds in QJHTD drug-containing serum and QJHTD samples using LC‒MS (Shimadzu, Japan). Both acacetin and baicalin were detected in the drug-containing serum and the preparation, indicating that these compounds are likely associated with the *anti*-COPD properties of QJHTD *in vitro* and *in vivo* (Fig. 12A–D). Virtual molecular docking allows for inferring the binding of small molecules with target proteins. Thus, we used it to predict the therapeutic potential of acacetin and baicalin against COPD. Herein, we docked acacetin and baicalin on the signaling proteins MEK1, MEK2, ERK1, ERK2, Bcl2, Bax, TLR4, and NF-κB, as well as the metabolic enzyme alCDase. The mean binding energy (mBE) of 10 conformations in one docking study denoted the overall affinity between the ligand and target. The mBE values in acacetin binding to MEK1, MEK2, ERK1, ERK2, Bcl2, NF-κB, and alCDase were less than −5 (absolute values > 5), signifying that acacetin may bind those targets with high affinity (Fig. 13A). The mBE values for acacetin binding to Bax and TLR4 exceeded −5 (absolute values < 5), implying low-affinity interactions between acacetin and these two proteins. In contrast, baicalin showed low binding affinity to all these proteins due to mBE values exceeding −5 (absolute values < 5), suggesting that baicalin may not target those proteins (Fig. 13B). Structurally, the high-affinity interactions of acacetin with the seven targets were visualized, and the docking parameters are presented (Fig. 13C–I; Table 4). These docking parameters portrayed the optimal interaction patterns apt to excellent binding energies. We thus suppose that acacetin harnesses MEK1/2–ERK1/2 signaling, Bcl2 function, NF-κB signaling, and alCDase activity. In other words, acacetin, as an active component, contributes to the antiinflammatory, antiapoptotic, and Sph-anabolism-suppressive effects of QJHTD. Baicalin may exert a curative impact on COPD via alternative routes.

**Fig. 12:**
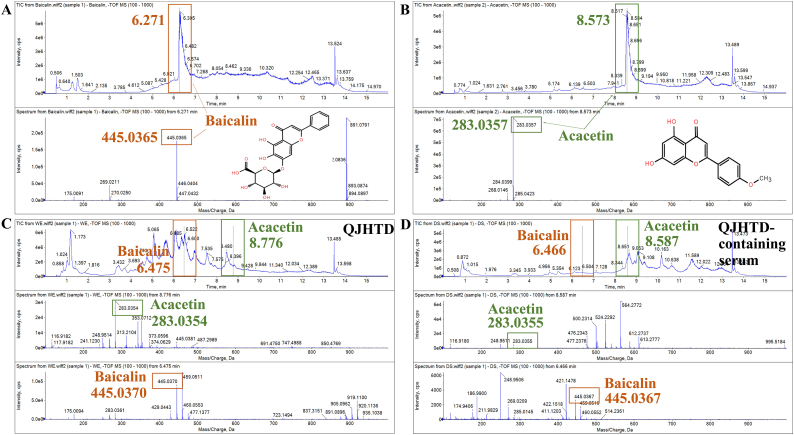
**Potential active components in QJHTD.** **A** and **B** Retention time and mass-to-charge ratio (*m*/*z*) of baicalin and acacetin in mass spectrum analysis. **C** and **D** Mass spectrum analyses of QJHTD preparation and QJHTD-containing serum.

**Fig. 13:**
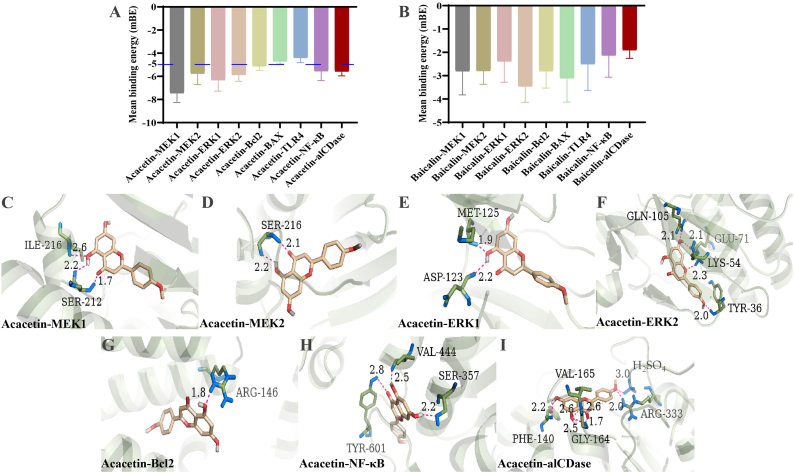
**Interactions of potential active components with target proteins**. **A** and **B** Mean binding energy (mBE) of baicalin and acacetin to targets relevant to inflammation, apoptosis, and sphingolipid metabolism. **C–I** Visualization of acacetin binding to the detected targets with mBE values below −5.

**Table 4:** Docking parameters in the high-affinity interactions of acacetin with seven targets.

Target protein	Bond-forming residue	Hydrogen-bond length	Mean binding energy (mBE)
MEK1	ILE-216	2.6 Å	−7.44
	SER-212	2.2 Å; 1.7 Å	
MEK2	SER-216	2.1 Å; 2.2 Å	−5.74
ERK1	MET-125	1.9 Å	−6.31
	ASP-123	2.2 Å	
ERK2	GLN-105	2.1 Å	−5.87
	GLU-71	2.1 Å	
	LYS-54	2.3 Å	
	TYR-36	2.0 Å	
Bcl2	ARG-146	1.8 Å	−5.11
NF-κB	VAL-444	2.5 Å	−5.54
	TYR-601	2.8 Å	
	SER-357	2.2 Å	
alCDase	PHE-140	2.2 Å	−5.57
	VAL-165	2.6 Å; 2.6 Å	
	GLY-164	2.5 Å; 1.7 Å	
	ARG-333	2.0 Å	
	Sulfuric acid (H_2_SO_4_)	3.0 Å	

## 4 Discussion

COPD is a complex disease that implicates multiple pathologies at the organ and cell levels. Hierarchically, cellular injuries disrupt airway homeostasis, inducing structural abnormalities and obstructive ventilatory defects [28]. In the present study, the combined use of *in vitro*, *in vivo*, and *in silico* assays permitted gathering multidimensional evidence for COPD-like phenotypes and the efficacy of QJHTD regimen against them. BEAS-2B cells and RAW264.7 cells irritated by CSE and LPS were regarded as rational to mimic airway epithelial cell death and cellular inflammatory response, respectively [29]. Male BALB/c mice exposed to CS and LPS were used to imitate COPD development and lung pathology [30]. The *in vitro* and *in vivo* phenotypes from COPD treatment with QJHTD provided cues for mechanistic illustration using network pharmacology, transcriptomics, and metabolomics. Active compounds from the QJHTD extract were identified via comparative LC‒MS analysis of the preparation, drug-containing serum, and lung tissue. The latent activities of these compounds were speculated using molecular docking. The results of all these analyses offered insight into lung distribution-based drug discovery from traditional medicines, accurately deciphering their pharmacodynamic material bases against COPD.

Of note, airway inflammation that is marked by proinflammatory cytokines intensifies with COPD progression, affecting other manifestations of the disease [31]. Apoptosis of airway epithelial cells is deemed equally imperative in COPD pathogenesis, owing to its close correlation with inflammatory outcomes and aggravation rather than simply being a result of CS–LPS irritation [32]. Hence, it is essential to comprehensively understand QJHTD efficacy against COPD in view of its complex pathology. Here, we discovered the combined occurrence of airway inflammation and epithelial cell apoptosis, as evidenced by enhanced cytokine expression and apoptotic phenotypes *in vitro* and *in vivo*. Moreover, CSE–LPS challenge of BEAS-2B cells repressed their viability/proliferation, hinting at the link between lung dysfunction and airway epithelial repair deficiency. The resultant lower values of PIFb and PEFb in the COPD mice *versus* the control group were based on integration of these CS/CSE–LPS-induced lesions, consistent with the histopathological status of enlarged alveoli (increased MLI), decreased alveolar septa, and extensive inflammatory cell infiltration plus exudation. Similar to previous reports on the study of TCM preparations against this disease [33,34], our findings verified that QJHTD exerted beneficial effects on respiratory function and lung histology in subjects with COPD because of its antiinflammatory, antiapoptotic, and cell viability-/proliferation-promoting activities. This deduction opened a new path to explore the putative mechanism of action of QJHTD against COPD, that is, inhibition of inflammatory and apoptotic signaling pathways.

Classical inflammatory signaling involves ILs, TNFs, TLRs, NF-κB, and MAPK activities, and apoptotic signaling involves Bax, Bcl2, Casp9, and Casp3 expression. Crosstalk between the two pathways underlies the inflammation–apoptosis interplay and candidate targets for QJHTD treatment. Targeting these signaling molecules promises to remit airway inflammation and obstruction. A network pharmacology-based strategy predicted that the pathways related to NLR, MAPK, TLR, VEGF, and cell death mediated the therapeutic action of QJHTD on COPD. Transcriptome analysis using RNA-seq revealed that molecular signals such as IL-1β, IL-6, TNF, IκB–NF-κB, TLR, MAPK (involving ERK1/2 and JNK), and apoptosis were intensified in COPD mice compared with controls but weakened in the QJHTD group *versus* the model group. Together, these results underscore the synergistic modulation of proinflammatory cytokines, MAPK signaling, TLR4–NF-κB cascade, and apoptotic factors by QJHTD.

Endogenous metabolism, another aspect of pathogenesis, severity biomarkers, and feasible medication guidance in chronic lung inflammation, has garnered much attention [35,36]. QJHTD-mediated metabolic regulation of COPD lung tissue embodied the restraint on apoptosis and SL metabolism, as opposed to the boost of Ch metabolism. In patients with COPD, enhanced production of Sph as a central metabolic intermediate of SLs/SM activates Casp3 and facilitates PKCδ KD release, leading to cell apoptosis [37,38]. Likewise, Sph elevation elicits IL-1β secretion dependent on the NLRP3 inflammasome from macrophages [39]. Therefore, we deduce that QJHTD can inhibit the switch from SLs/SM to Sph and consequently reduce the levels of metabolite-derived apoptotic/inflammatory mediators on the basis of our findings that lung Sph level was raised due to CS–LPS challenge but lowered after QJHTD treatment. Furthermore, Ch is instrumental in COPD development, especially in bronchospasm for acetylcholine (ACh) synthesis and release [40]. Dampening cholinergic activity is a potent strategy for relieving airway obstruction. In this study, the levels of two Ch metabolites, lysoPC(18:3 (9Z,12Z,15Z)) and lysoPC(22:5 (7Z,10Z,13Z,16Z,19Z)), were decreased in COPD lung tissue but increased post QJHTD administration. We infer that QJHTD intervention may transform Ch into lyso-phosphatidylcholines (lyso-PtdChs) and indirectly block Ch conversion to ACh, mitigating bronchospasm in COPD.

Integrated transcriptomic–metabolomic analysis uncovered the antiapoptotic mechanism of QJHTD compounds partly by targeting Sph-metabolizing enzymes, as QJHTD intervention affected three functional modules, namely, Sph transmutation/cycle, MOMP, and apoptosis-executing cascade, to suppress cell death. This result underlines the implication of SL metabolism in apoptosis signaling and denotes the Sph conversion-targeting antiapoptotic property of QJHTD. Nevertheless, these results fail to explain the antiinflammatory activity of QJHTD pertinent to acting on endogenous metabolism, implying that the antiinflammatory effect of this formula may be independent of metabolic control.

Intriguingly, the representative components acacetin and baicalin from certain medicinal plants were identified in the lung tissue of QJHTD-treated mice. Besides, these two compounds were discerned in the serum from the same mice as well as in the QJHTD preparation used for cellular tests. Thus, acacetin and baicalin may function as active ingredients favoring the *in vitro* and *in vivo* therapeutic efficacy of QJHTD against COPD [41]. Mechanistically, acacetin could bind MEK1/2, ERK1/2, Bcl2, NF-κB, and alCDase according to the results of our docking analysis, which elucidates the signaling modulation by QJHTD and indirectly testifies to the role of acacetin as an effective compound in this preparation. However, molecular docking exhibited low affinity between baicalin and target proteins, indicating that baicalin may exert its action on COPD via distinct signaling cascades, as previously reported [[42], [43], [44]]. Overall, acacetin and baicalin may act synergistically via complementary molecular routes to assist in the *anti*-COPD properties of QJHTD.

## 5 Conclusion

In summary, the present investigation confirmed that QJHTD involvement suppressed airway epithelial cell apoptosis and inflammatory cell activation both *in vitro* and *in vivo*, which was central to COPD remission and connoted the putative action mechanisms upon the apoptotic and inflammatory cascades. Network pharmacology-based prediction and transcriptome analysis emphasized IL-1β, IL-6, TNF, IκB–NF-κB, TLR, MAPK, and apoptosis, detailing QJHTD-triggered molecular signaling. Metabolome profiling, integrated transcriptomic-metabolomic analysis, and virtual molecular docking uncovered the promising active compounds such as baicalin and acacetin in the preparation, as well as the functional cohesion between QJHTD-targeted SL metabolism and apoptosis pathway. These findings provide comprehensive insight into the mechanism of action of QJHTD, highlighting its potential as an alternative to current treatment guidelines.

## Ethics statement

For comprehensive information on ethical guidelines for journal publication, we can refer to the Publishing & Research Ethics section and the Ethics Model on the Researcher Academy. Animal experiments in this study were authorized by the Center for Experimental Animal of Southwest Medical University, and all experimental procedures were approved by the Ethics Committee of Southwest Medical University (license No. 20180309091).

## Funding

This study was funded by the Sichuan Hospital Association Research Fund for Young Pharmacists (Grant No. 22007), the 10.13039/501100001809National Natural Science Foundation of China (Grant No. 81804221), the National Major Science and Technology Project of the Ministry of Science and Technology of China (Grant No. 2018ZX09721004-006), and the Sichuan Province Science and Technology Program (Grant No. 2019YJ0473).

## Institutional review board statement

This study was conducted in accordance with ARRIVE guidelines and approved by Ethics Committee of Southwest Medical University (license No. 20180309091).

## Informed consent statement

Not applicable.

## Data availability statement

Data to support the study are contained within the article and Supplementary Materials. Data associated with this study has been deposited into a publicly available repository GEO repository (GSE223102).

## CRediT authorship contribution statement

**Jing Yang:** Writing – original draft, Funding acquisition, Conceptualization. **Xin Shen:** Methodology, Investigation. **Mi Qin:** Methodology, Investigation. **Ping Zhou:** Methodology, Investigation. **Fei-Hong Huang:** Methodology, Investigation. **Yun You:** Supervision. **Long Wang:** Formal analysis, Data curation. **Jian-Ming Wu:** Supervision, Resources, Funding acquisition.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Figures and Tables

**Fig. S1:**
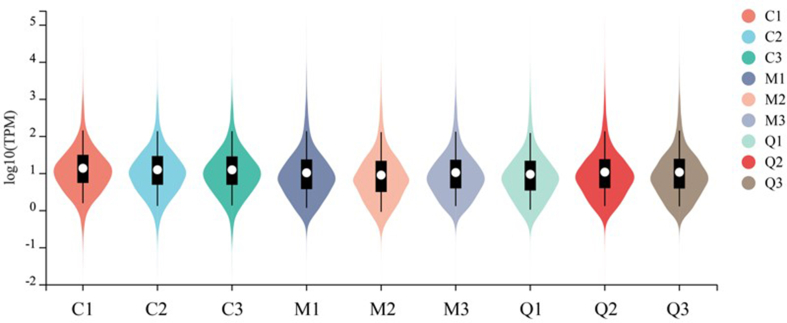

How the deposited data were processed for this re-analysis (not part of the article)

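RNA from the lungs of mice was measured in 9 libraries, 3 from control mice, 3 from mice given cigarette smoke and lipopolysaccharide (model) and 3 from such mice treated with QJHTD. Each library was taken as a separate mouse, which the labels do not state in so many words. The authors deposited TPM (transcripts counted relative to the total of each library) per gene and library, made from sequencing reads that they trimmed with fastp and quantified with RSEM, with versions not given in the sources used here. The columns of group means equal the means of the 3 libraries and were not used. The genome build is named GRCh38.p6, a human assembly, while the identifiers are those of mouse genes. Of 55486 such identifiers 55226 (99.5%) were found in GENCODE M21, the source of the coordinates given, and 53416 of these had the same symbol.

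TPM carry no read counts, so the depth of the libraries is unknown and the precision of a low value was judged from the spread between libraries alone. Genes with at least 1 TPM in at least 3 of 9 libraries (16080, of which 593 are loci assembled by the authors) were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with an intensity trend and 1 model for the 3 groups. The model had 6 residual and 2.88 prior degrees of freedom, and p values were adjusted by the Benjamini-Hochberg method in each comparison. A gene rose or fell where the adjusted p was under 0.05. The thresholds of the paper were taken as an unadjusted p under 0.05 with an absolute log2 fold change of at least 1. The paper gives a general test, analysis of variance with a Tukey-Kramer test, without saying whether it covers the RNA-seq. For the RNA-seq, which a sequencing company analysed, it refers to an earlier report and its text names no test. Each adjusted p of a gene in the text is from limma.

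Gene lists written in advance (63, of which 29 are of cell types, 30 of pathways and 4 from the paper) were tested with camera of limma where at least 5 members were measured, which held for 61, with its preset correlation of 0.01 and with an estimated one, and with fry. Annotation terms came from the authors' table, in which 13144 of the tested genes (81.7%) have a GO term and 6420 (39.9%) a KEGG pathway. For 1857 tested genes the GO entries and for 6 a part of the KEGG entries had been removed from the copy of the table used here, so that counts by term are lower bounds. A gene was counted in a term only where its own entry names that term, and genes of narrower terms were not added to broader ones. Enrichment was tested with a one-sided Fisher's exact test among the tested genes with an annotation of the same kind, for terms with at least 5 such genes. Medians per library were compared with exact permutation tests, and shares of TPM are given as means and SD without a test. Tables were read and drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

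Genes were named by a rule. It takes, per comparison, the 10 largest rises and falls past the adjusted p with a mean of at least 5 TPM in the higher group and no overlap of the libraries, without antibody and T-cell receptor segments and predicted genes. Where fewer passed, the places were filled by the smallest p. It also takes the genes that the paper names as signal molecules, as factors of Fig. 11E or as targets of Table S1, and up to 4 members of each list with the smallest p.

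The alternatives tried were a pseudocount of 0.1, no filter, a mean of at least 5 TPM, median-ratio rescaling, quantile normalization, and TPM recomputed without segments, hemoglobin and mitochondrial genes. The mitochondrial genes removed were those with symbols that begin with mt-. Other alternatives were a fit of only the 2 groups compared, no intensity trend, a replicate block, and each of the 9 libraries left out in turn. For the thresholds they were an adjusted p, and the ratio of group mean TPM with an offset of 0.01, and for terms other sets of genes and of background. Later additions were an enrichment without segments, a fit without M2 and Q1, the 2 libraries lowest in ciliated-cell genes, a test of the share going back within the genes past the thresholds 1 way in the model group, and TPM recomputed without 3 other sets of genes for the balance of higher and lower genes. The procedure was tested on simulated data, in which limma found 27.8%, 81.4%, 94.9% and 98.8% of genes planted with log2 changes of 0.5, 1, 2 and 4 between the model and control groups. The planted genes all had a mean log2(TPM + 1) above 3 in the group they were compared with, so lower genes are not covered. Genes of all 4 sizes and the neutrophil list were changed together in each draw. The shares therefore do not cover a comparison with few changed genes. Whether camera with an estimated correlation finds a changed list was not simulated. The procedure was also tested on 100 simulated QJHTD groups with no difference from the model group.

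Metabolite, cell culture, histology and docking data of the paper were not analysed here, and the results of some single genes are not reported here.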

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

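The 2 tests of a few genes taking most of the TPM, named below, were chosen only after the results were seen.

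The paper does not compare the QJHTD group with the control group, which differed in 11371 genes at an adjusted p of 0.05 (2741 higher and 8630 lower with QJHTD, 11782 at an unadjusted p of 0.05). Msr1, a scavenger receptor of macrophages, had a log2 fold change of 4.12 and Tek one of −2.87 (adjusted p = 1.1e-07 and 1.8e-07). Camera called 38 of 61 lists, 2 with an estimated correlation, and fry 50. The 10 splits of these 6 libraries are too few for a share under 0.05, and the highest other split gave 4 genes.

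Other signals lie in genes that the text of the paper does not name, although it lists circadian entrainment among its pathways. Antibody and T-cell receptor segments took 38.6% of the TPM in the model group, and Scgb1a1 22.4% in the control group. Genes of ciliated cells had a median log2 fold change of −1.48 and clock genes one of −1.79 in the model group, and the time of day of sampling was not compared between the groups. Cyp1a1, a cytochrome P450 that compounds in smoke induce through the aryl hydrocarbon receptor, fell from 18.3 ± 1.55 to 0.643 ± 0.191 TPM (SD, n = 3), a log2 fold change of −3.56 (adjusted p = 3.4e-07), and no explanation for it was tested.

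More genes were lower than higher in the model group, 9079 against 2674, or 77.2% lower. With TPM recomputed without 4 sets of genes with large shares, the percentage of lower genes among those past the test went both ways. It was 38.1% without segments, 41.6% without segments, hemoglobin and mitochondrial genes, 84.5% without Scgb1a1 alone, and 66.2% without all of these (63.8% to 67.5% with 1 library left out). A few genes taking most of the TPM therefore stay open as a cause of the balance, since TPM are relative and the answer depends on which genes are set aside. A real loss of RNA per cell or of lung cells stays open too.

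Heart muscle and fat cell genes were lower in the model group. The cardiomyocyte list had a median of −3.39, with Myl7, an atrial myosin light chain, at 339 ± 152 TPM in the control and 19.9 ± 14.9 TPM in the model group (SD, n = 3), and Adipoq, adiponectin, at 17.4 ± 6.29 and 1.42 ± 1.05 TPM. A few genes taking most of the TPM do not account for it, since the cardiomyocyte list lay −2.92 from the median of all genes. Unequal amounts of another tissue in the lung pieces may contribute, as the deviations of cardiomyocyte and fat cell genes within the groups went together (mean pairwise correlation 0.761), although those of cardiomyocyte and ciliated-cell genes did so too (0.520), and those with endothelial genes less (0.180). Heart muscle cells also line the pulmonary veins of mice, 2 of 14 cardiomyocyte and 2 of 9 fat cell genes are in another list, 10 and 6 keep at least 1 TPM in the model group, and a loss of resident muscle cells with smoke stays open.

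The neutrophil list had a median log2 fold change of −0.63 between the QJHTD and model groups. Of its 17 genes 0 passed limma over all genes, 8 were lower at an unadjusted p of 0.05 and 4 over the list alone, and the list was not called with an estimated correlation (adjusted p = 0.274) or by fry. Library Q3 had a higher mean over these genes (6.95) than M3 (6.86). Of 100 simulated QJHTD groups with no difference, 1 had a median as low, for 1 of the 61 lists tested. The control libraries do not enter this median. The simulation therefore cannot tell whether the use of the same model libraries in both comparisons matters. The smallest median was −0.55 with 1 library left out and −0.63 under the other scalings, which argues against one library or the scaling as the whole cause. The 10 splits of the 6 libraries are too few for a share under 0.05, and the highest other split gave a median of 0.640 in size against 0.632 for the real one. A lower number of neutrophils with QJHTD is a candidate explanation, and so is a lower content per cell or a difference between single mice, which 3 libraries cannot separate.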

How the results depend on the processing

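The fit without M2 and Q1, the enrichment without segments and the test of the share going back were chosen only after the data were seen, and where no cause is named below, the cause was not tested.

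Between the model and control groups the genes at an adjusted p of 0.05 numbered 11753, and 10717 to 11685 with 1 library left out, with the replicate block 11465. Between the QJHTD and control groups they numbered 11371 (10278 to 11405, with the replicate block 11012). Between the QJHTD and model groups the count of 2 was 0 with a pseudocount of 0.1 or a mean of at least 5 TPM (by limma, against 1060 and 746 at an unadjusted p of 0.05). It was 4 without a filter, 1 after median-ratio rescaling, after quantile normalization or with the replicate block, and 1 to 4 with 1 library left out.

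At the paper's thresholds, 5043 genes between the model and control groups became 3331 with a mean of at least 5 TPM, where fewer genes are tested (4647 to 5377 with 1 library left out). The 89 between the QJHTD and model groups became 2 with an adjusted p, 169 with the ratio of group mean TPM, 154 with a pseudocount of 0.1, 59 with a mean of at least 5 TPM, 189 without M2 and Q1, and 85 (without M1) to 163 (without M2) with 1 library left out. The 41 in opposite directions became 0 with an adjusted p by limma, 79 with a pseudocount of 0.1, 27 with a mean of at least 5 TPM, 69 without M2 and Q1, and 40 to 85 with 1 library left out. The correlation of the fold changes stayed between −0.30 and −0.13 with 1 library left out.

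Of 61 lists between the model and control groups camera called 34, and 2 with an estimated correlation, and fry called 52. The 23 called between the QJHTD and model groups became 0 with an estimated correlation and 0 by fry (smallest adjusted p = 0.274 and 0.159). The 16 KEGG pathways between the model and control groups became 10 with genes at an adjusted p and no minimum fold and 7 in camera with an estimated correlation, and the 9 GO terms 2 and 2. Between the QJHTD and model groups, the 8 KEGG pathways and the 3 GO terms became 0 and 0 under these 2 settings, and 1 and 1 without segments or with TPM recomputed without segments, hemoglobin and mitochondrial genes. The 8 KEGG pathways up and then down became 14 with genes at an adjusted p in the model group and their sign alone with QJHTD, a count that carries over the difference of the model and control groups, and 0 had more genes going back than the other genes higher in the model group by exact test (smallest adjusted p = 0.643). They became 1 without segments or without a filter, and 0 with a pseudocount of 0.1, a mean of at least 5 TPM or recomputed TPM, and 0 to 8 with 1 library left out.

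Among results past the test in either setting, Bax turned in the model group to 0.14 after median-ratio rescaling and 0.27 with recomputed TPM. Genes of oxidative phosphorylation turned to a median of 0.12 with recomputed TPM (adjusted p = 0.659), and interferon-stimulated genes with QJHTD from a median of 0.47 to −0.073 without QJHTD replicate 2 (adjusted p = 0.284), with a range from −0.073 to 0.92 when 1 library was left out. The sign of the median turned in more lists, whose direction is otherwise the one camera gives against all other genes. Between the model and control groups it turned in 11 of 61 after median-ratio rescaling, 5 after quantile normalization and 13 of 60 with recomputed TPM (1, 1 and 2 of them called by camera), and between the QJHTD and model groups in 9, 8 and 1. Over the genes named and the alternatives other than those added later, 4738 comparisons kept their direction and side of the threshold, 37 no longer passed, 9 newly passed and 84 changed sign, or to or from 0, without passing in either setting. For lists these numbers were 2009, 44, 69 and 48, and for terms 1514, 66, 38 and 0. The depth of the libraries is unknown, so what depth limits cannot be given.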

Differences from the paper's values

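The fit without M2 and Q1, the enrichment without segments and the test of the share going back were chosen only after the data were seen.

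For genes higher in the model than in the control group, the paper's value is 3075 and the value here 1595. Among the alternatives set before the data were examined, median-ratio rescaling (2209) and TPM recomputed without segments, hemoglobin and mitochondrial genes (2452) came within 1.5 times of the paper's value. An adjusted p (1589), the ratio of group mean TPM (1921), a pseudocount of 0.1 (1911), no filter (1606), a mean of at least 5 TPM (1132), quantile normalization (1979), only the 2 groups (1601), no intensity trend (1595) and the replicate block (1610) did not. The same 2 settings take the lower genes, 2849 as the paper's value and 3448 here, to 1660 and 1595, and median-ratio rescaling takes all genes, 5924 as the paper's value and 5043 here, to 3869, each beyond 1.5 times. The ratio of group mean TPM (4558) and a pseudocount of 0.1 (4441) also take the lower genes beyond it. For genes that differ between the QJHTD and model groups, the paper's value is 216 and the value here 89. The ratio of group mean TPM (169) and a pseudocount of 0.1 (154) came within 1.5 times of it. An adjusted p (2), no filter (93), a mean of at least 5 TPM (59), median-ratio rescaling (111), quantile normalization (100), recomputed TPM (116), only the 2 groups (95), no intensity trend (87) and the replicate block (98) did not. The fit without M2 and Q1, chosen after seeing the values, gave 189, and how many of the paper's genes it drops was not counted.

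Of those genes the paper's value for the higher ones is 90 against 42 here. The ratio of group mean TPM (80) and a pseudocount of 0.1 (85) came within 1.5 times of it, and an adjusted p (2), no filter (50), a mean of at least 5 TPM (30), median-ratio rescaling (43), quantile normalization (42), recomputed TPM (52), only the 2 groups (43), no intensity trend (41) and the replicate block (48) did not. For the lower ones the paper's value is 126 against 47 here. The ratio of group mean TPM (89) came within 1.5 times of it. An adjusted p (0 by limma, against 441 genes at an unadjusted p of 0.05 alone), a pseudocount of 0.1 (69), no filter (43), a mean of at least 5 TPM (29), median-ratio rescaling (68), quantile normalization (58), recomputed TPM (64), only the 2 groups (52), no intensity trend (46) and the replicate block (50) did not. Genes past the criteria in both comparisons number about 130 in Fig. 6C, the paper's value read by eye, and 59 here. A pseudocount of 0.1 (104) came within 1.5 times of it, and no filter (58), a mean of at least 5 TPM (41), median-ratio rescaling (73), quantile normalization (66), recomputed TPM (65), only the 2 groups (61), no intensity trend (58) and the replicate block (68) did not. The paper gives analysis of variance with a Tukey-Kramer test for its experimental data in general and does not say whether this covers these counts. It had a sequencing company do the differential expression analysis and refers to an earlier report for the procedure. The test behind its counts may therefore be unlike the one used here.

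The paper states that TPM did not differ significantly between its samples, without a test by group, and here the library medians differed among the 3 groups (exact permutation p = 0.025). It lists TNF and toll-like receptor signaling among the pathways up and then down, where 0 of their genes passed the thresholds between the QJHTD and model groups on the unadjusted limma p. Camera called both pathways downward with QJHTD (adjusted p = 0.0367 and 0.0186), but neither with an estimated correlation (adjusted p = 0.992 for each). Of their genes higher in the model group, 19 of 25 and 19 of 30 had a lower mean with QJHTD, against 13.9 and 16.7 expected from all such genes (Fisher's exact test, adjusted p = 0.643 and 0.865). It lists calcium signaling, adrenergic signaling and circadian entrainment among the pathways down and then up, with 0 of the 13 genes here. Apart from H2bc13 these genes were assembled loci, predicted genes and a pseudogene, so this 0 says little about the pathways. Of the lower genes of these 3 pathways 32 of 43, 33 of 45 and 20 of 27 had a higher mean with QJHTD, against 31.6, 33.1 and 19.9 expected (Fisher's exact test, adjusted p = 0.725 for each). It lists lung alveolus development and cell proliferation among the terms down and then up, with 3 of 4 and 22 of 29 genes back up, the former too few for a test and the latter not past it (Fisher's exact test, adjusted p = 0.421). It lists the production of IL-6, TNF and IL-1β, the ERK, MAPK and JNK cascades, NF-κB and toll-like receptor 4 signaling, the apoptotic process (Fig. 8A) and positive regulation of apoptosis as up and then down. Of the genes higher in the model group, 4 of 5 of IL-6 production, 6 of 12 of the ERK cascade, 5 of 6 of NF-κB signaling, 16 of 36 of the apoptotic process and 5 of 12 of its positive regulation had a lower mean with QJHTD. None passed (Fisher's exact test, adjusted p from 0.850 to 0.919), and the others had too few genes for a test. Only genes whose own entries name a term were counted, so the gene sets may differ from the paper's. Gene numbers drawn for these terms and pathways in Fig. 8 exceed the number of shared genes that Fig. 6C gives.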

Other observations

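Interferon-stimulated genes, which answer viral and bacterial signals, rose in 16 of 20 cases in the model group (16 over the list alone) and none fell. Oas3, a sensor of double-stranded RNA, rose by 3.86 on the log2 scale (adjusted p = 5.1e-06). Genes of lipid-laden and smoke-associated macrophages rose in 15 of 18 cases and fell in 2, such as Trem2, a lipid receptor (3.71), and Fabp5, a fatty acid carrier (2.55). Genes of matrix remodelling rose in 14 of 23 cases and fell in 5, with Spp1, osteopontin, at 4.89 and Fbln5, an elastic fiber protein, at −1.62. Goblet-cell genes rose in 3 of 6 cases, with the mucins Muc5b (1.90) and Muc5ac (1.22). Camera called the 4 lists (adjusted p = 4.5e-10, 7.5e-12, 4.6e-06 and 0.0172), none with an estimated correlation (adjusted p = 0.368, 0.125, 0.195 and 0.420). The goblet-cell list was not called without C1 (0.0533), after median-ratio rescaling (0.0894) or with TPM recomputed without segments, hemoglobin and mitochondrial genes (0.0928).

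Genes of the antioxidant response split in the model group, 5 of 17 higher and 6 lower, and after median-ratio rescaling 8 and 5. Hmox1, heme oxygenase, rose by 2.19 and Slc7a11, the cystine transporter, by 2.47, while Gstm1, a glutathione transferase, fell by 3.24 on the log2 scale. With QJHTD 7 of them were lower and 1 higher at an unadjusted p of 0.05, Slc7a11 at −0.73 and Nqo1, a quinone reductase, at −0.47, and 0 passed limma over all genes or the list alone. The preset correlation called the list (adjusted p = 2.1e-08), the estimated one did not (adjusted p = 0.274). Genes of the corticosteroid response were lower with QJHTD in 4 of 13 cases at an unadjusted p of 0.05 and 2 over the list alone, the metallothioneins Mt2 (−0.60) and Mt1 (−0.44). Those of arachidonic acid metabolism were lower in 5 of 18 cases and 0 over the list alone by limma, with Alox5, the 5-lipoxygenase of leukocytes, at −0.74. Among hepatocyte markers, Fgg and Fga, fibrinogen chains that injured lung also makes, rose by 2.52 and 2.03 in the model group and had −0.96 and −0.64 with QJHTD, where 2 of 7 were lower over the list alone. Camera called these 3 lists with QJHTD (adjusted p = 6.7e-05, 0.00594 and 4.9e-05) and none with an estimated correlation (adjusted p = 0.306, 0.381 and 0.274). The arachidonic acid list was not called without M2 (0.0980) or Q2 (0.0726), nor with a mean of at least 5 TPM (0.199, where the median turns from −0.11 to 0.05).

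Interferon-stimulated genes had a median of 0.47 with QJHTD and were called upward (adjusted p = 0.0191, with an estimated correlation 0.768), but not without M1 (0.12), M3 (0.293) or Q2 (0.284, with a median of −0.073) or with only the 2 groups fitted (0.0590). Glycolysis genes rose in 14 of 19 cases in the model group, such as Slc16a3, a lactate carrier (3.19), and fell in 1. Genes of oxidative phosphorylation fell in 16 of 20 cases, such as Cox6c, a part of complex IV (−0.93), but 5 rose and 5 fell after median-ratio rescaling. The list was called (adjusted p = 0.0487), but not without C2 (0.0616), C3 (0.127), M3 (0.0968) or Q2 (0.0552) or with an estimated correlation (0.710). It was also not called after median-ratio rescaling (0.794), with a mean of at least 5 TPM (0.0840) or with no intensity trend (0.0722). Among fibroblast genes 3 rose and 9 fell of 13, with Tcf21, a transcription factor of lipofibroblasts, at −3.11. Of 13 genes of alveolar type 2 cells 2 rose and 3 fell, with Sftpd, surfactant protein D, at 1.02 and Sftpc, surfactant protein C, at −1.18 (adjusted p = 0.00244, and 0.283 with no filter on low values). Of 15 genes of alveolar macrophages 5 rose and 5 fell, with Marco, a scavenger receptor, at 3.19 and Car4, a carbonic anhydrase also of capillaries, at −3.06. In the class II presentation list 4 rose and 0 fell of 11, with Cd74, the invariant chain, at 0.71 (0.03 after quantile normalization, adjusted p = 0.902), and in the tryptophan list 3 rose and 2 fell of 8, with Il4i1, an amino acid oxidase, at 3.45. After median-ratio rescaling the genes that rose and fell numbered 4 and 5 for fibroblasts, 6 and 1 for type 2 cells, 9 and 0 for class II presentation and 5 and 1 for tryptophan. For alveolar macrophages they numbered 9 and 4, and the median turned from −0.02 to 0.46.

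Of 24 mouse counterparts of the targets of Table S1, 5 rose and 12 fell in the model group, and 12 and 7 after median-ratio rescaling. Nos3, the nitric oxide synthase of endothelium, had −1.41. With QJHTD 1 was higher and 2 lower at an unadjusted p of 0.05, and 0 passed limma over all genes or the list alone, with a median of 0.00. Of 48 genes of Table S5, 33 rose and 11 fell in the model group, such as Asprv1, a protease of skin and neutrophils, by 6.77, and 28 were lower and 12 higher with QJHTD at an unadjusted p of 0.05. The authors took these genes from the same libraries, so that they are not independent evidence.

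The splits of 6 libraries, 10 for a comparison and 20 for both, are too few for a share under 0.05. Between the model and control groups the real split gave 11753 genes at an adjusted p of 0.05 and the highest other split 2, for the paper's thresholds 5043 and 163, for lists 34 and 38, for KEGG pathways 16 and 0, and for GO terms 9 and 1. Between the QJHTD and model groups it gave 2 genes and the highest other split 2, for the thresholds 89 and 120, for lists 23 and 27, for KEGG pathways 8 and 9, and for GO terms 3 and 2. Over both comparisons, the genes in opposite directions numbered 41 against 74, and the KEGG pathways up and then down 8 against 8.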
